# Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus

**DOI:** 10.1155/2018/1538127

**Published:** 2018-04-29

**Authors:** Nanfang Zeng, Cong Wang, Siyu Liu, Qi Miao, Lei Zhou, Xinna Ge, Jun Han, Xin Guo, Hanchun Yang

## Abstract

Porcine reproductive and respiratory syndrome virus (PRRSV) is one of the most economically important swine pathogens and causes reproductive failure in sows and respiratory disease in growing pigs. PRRSV mainly infects porcine alveolar macrophages (PAMs), leading to the subversion of innate and adaptive immunity of pigs. The transcriptome analysis of gene expression profiles in PRRSV-infected PAMs is essential for understanding the pathogenesis of PRRSV. Here we performed next-generation RNA sequencing and a comprehensive bioinformatics analysis to characterize the dynamic transcriptome landscapes in PAMs following PRRSV infection. Totally 38222 annotated mRNAs, 12987 annotated long noncoding RNAs (lncRNAs), and 17624 novel lncRNAs in PRRSV-infected PAMs were identified through a transcripts computational identification pipeline. The differentially expressed mRNAs and lncRNAs during PRRSV infection were characterized. Several differentially expressed transcripts were validated using qRT-PCR. Analyses on dynamic overrepresented GO terms and KEGG pathways in PRRSV-infected PAMs at different time points were performed. Meanwhile the genes involved in IFN-related signaling pathways, proinflammatory cytokines and chemokines, phagocytosis, and antigen presentation and processing were significantly downregulated, indicating the aberrant function of PAMs during PRRSV infection. Moreover, the differentially and highly expressed lncRNA XR_297549.1 was predicted to both cis-regulate and trans-regulate its neighboring gene, prostaglandin-endoperoxide synthase 2 (PTGS2), indicating its role in inflammatory response. Our findings reveal the transcriptome profiles and differentially expressed mRNAs and lncRNAs in PRRSV-infected PAMs* in vitro*, providing valuable information for further exploration of PRRSV pathogenesis.

## 1. Introduction

Porcine reproductive and respiratory syndrome virus (PRRSV) has been one of the most economically significant swine pathogens worldwide for over two decades since it was first recognized in Europe in 1991 and independently in the USA in 1992 [1, 2]. The disease (PRRS) caused by this virus is characterized by reproductive failure in pregnant sows and respiratory disease in all stages of pigs [3, 4], leading to huge economic losses to global swine industry [5, 6]. The PRRSV is an enveloped, single-stranded, positive-sense RNA virus, belonging to the genus* Arterivirus* within the family Arteriviridae in the order Nidovirales [7]. Globally, PRRSV is divided into the European type (genotype 1) and North American type (genotype 2) based on genetic and antigenic differences [8–11]. It is newly proposed that the virus is classified into the genus* Porartevirus *of the family Arteriviridae and has two species (PRRSV1 and PRRSV2) (https://talk.ictvonline.org/ictv-reports/ictv_online_report/). The rapid evolution and variation of PRRSV result in the emergence and prevalence of novel strains in the field. Particularly, the Chinese highly pathogenic PRRSV (HP-PRRSV) characterized by a discontinuous 30-amino-acid deletion in nonstructural protein 2 (nsp2) brought about an unparalleled, large-scale, atypical PRRS outbreak in 2006, causing tremendous economic losses to the swine industry in China [12, 13]. Our previous studies have revealed that the nsp9 and nsp10 together contribute to the increased replication efficiency and fatal virulence for piglets of the Chinese HP-PRRSV [14]. However, the mechanisms underlying the dynamic cellular responses of porcine alveolar macrophages (PAMs) during HP-PRRSV infection have not been fully elucidated yet.

PRRSV has a very restricted tropism for cells of the monocytic lineage, and the fully differentiated PAMs are primary target cell for PRRSV infection [15]. It is of great significance to focus on PAMs in the study of PRRSV, because they play essential roles in lung tissue homeostasis, early pathogen recognition, initiation of the local immune responses, and resolution of inflammation [16]. To date, a considerable number of transcriptomic experiments have been conducted to reveal the gene expression profiles of PRRSV-infected PAMs either in an* in vitro* infection model or* in vivo* challenge model [17–24]. Although the* in vivo* model enabled us to evaluate the overall effects of PRRSV infection on the respiratory tract, the* in vitro* model helps us to assess the direct impacts of PAMs in response to PRRSV infection independently of the respiratory immune system. PAMs have been shown to present distinct gene expression profiles at different time points during PPRSV infection, indicating the dynamic interaction between PRRSV and PAMs at the transcriptional levels [17, 25]. Moreover, it has been illustrated that the transcriptome differences of PAMs existed in response to PRRSV strains with divergent virulence [18, 19], expanding the understanding of unique performance of defined PRRSV strain in PAMs at the transcriptional level [26]. However, majority of the studies mentioned above were performed using either microarrays or Digital Gene Expression (DGE) tag profiling with some limitations. The next-generation high-through RNA sequencing (RNA-Seq) is helpful for us to screen out large amounts of genetic information in model organisms [27]. RNA-Seq is able to provide enormous amounts of sequence data, usually tenfold or one hundredfold greater than those produced using traditional Sanger sequencing technology. In addition to protein-coding gene expression, RNA-Seq data can be used not only to identify transcription start site (TSS), splicing variants, and differential promoter usage, but also to reveal the expression profiles of annotated and novel long noncoding RNAs (lncRNAs), which are one of the newly emerging RNAs and of intriguing interest in recent years [27–29]. LncRNAs are arbitrarily defined as RNA molecules of greater than 200 nucleotides in length with poor protein-coding capacity. Compared to mRNAs, lncRNAs are more cell type-specific, less expressed, and less well-conserved [30, 31]. Broadly, lncRNAs can be classified into several categories, including precursor transcripts, enhancer-associated RNAs (eRNAs), and transcripts overlapping annotated genes in sense or antisense, as well as those that are self-contained transcription units within the genomic interval between two protein-coding genes. The precise sequence and structure of an lncRNA probably determine the number and type of protein or RNA that it interacts with. Through these interactions, several lncRNAs have been described to regulate gene expression in a variety of cellular processes, including innate and adaptive immunity [32, 33]. By using RNA-Seq, many viruses, such as enterovirus, influenza virus, human immunodeficiency virus (HIV), hepatitis B and C viruses, and the SARS coronavirus, have been shown to induce the expression alteration of lncRNAs [34–42]. The lncRNA signature is considered to be a mixture of transcripts by both virus infection and cellular countermeasures, reflecting another aspect of virus-host interaction besides differences in protein-coding gene expression.

In the present study, we identified a large number of expressed transcripts, especially mRNAs and lncRNAs, from PAMs infected with HP-PRRSV JXwn06 at different time points, using the Illumina HiSeq 2500 sequencing platform. In addition to the differentially expressed genes (DEGs) using both Gene Ontology (GO) database and Kyoto Encyclopedia of Genes and Genomes (KEGG) database, we also unraveled the potential role of essential lncRNAs involved in PRRSV infection in PAMs. Although a comprehensive understanding of differential posttranscriptional and posttranslational responses in PAMs remains to be determined, the data generated from our study contribute to a better understanding of the roles of PRRSV-PAMs interaction in the pathogenesis of PRRSV at the transcriptional level.

## 2. Methods and Material

### 2.1. Cells and Virus

PAMs were prepared from 6-week-old healthy landrace piglet as previously described [1, 43]. The piglets were purchased from Beijing Center for SPF Swine Breeding and Management that is free of PRRSV, porcine circovirus type 2 (PCV2), classical swine fever virus (CSFV), pseudorabies virus, swine influenza virus, and* Mycoplasma hyopneumoniae* infection. The lung lavage fluid was collected from the lungs of euthanized piglets and washed ten times with PBS supplemented with 2% fetal bovine serum (Fisher Scientific, Waltham, MA, USA). The cell pellets were resuspended and mixed with prechilled GIBCO RPMI-1640 medium (Fisher Scientific) containing 40% fetal bovine serum (FBS) (Hyclone Laboratories Inc., South Logan, UT, USA). The number of the prepared PAMs reached 10^8^–10^9^/ml with >95% viability. Aliquots of PAMs were frozen and stored in liquid nitrogen before use. The viability of PAMs was determined to be 85%–90% by trypan blue dye exclusion. PAMs were maintained in GIBCO RPMI-1640 medium, with 10% FBS, 100 mg/ml kanamycin, 50 U/ml penicillin, 50 mg/ml streptomycin, 25 mg/ml polymixin B, and 1 mg/ml fungizone at 37°C, 5% CO_2_.

The 8th passage virus of a Chinese highly pathogenic PRRSV JXwn06 (GenBank accession number EF641008) was used in this study [44]. PAMs were cultured for 48 h at 37°C, 5% CO_2_ in cell culture dish (Corning Inc., Corning, NY, USA) at a density of 5 × 10^7^ cells/dish with RPMI-1640 medium, and the nonadherent cells were moved by gentle washing with RPMI-1640 medium prior to inoculation. The cells were inoculated with PRRSV JXwn06 at a multiplicity of infection (MOI) of 10. After adsorption for 1 h, the inoculum was removed, and the cells were washed with PBS and then supplemented with RPMI-1640 medium containing 5% FBS. At 6 h, 9 h, or 12 h postinoculation (hpi) in each PRRSV-infected group (P_V6_, P_V9_, and P_V12_ group), the supernatant was discarded, and the cells were collected and TRIzol (Fisher Scientific) was added immediately. Then cells were cryopreserved in liquid nitrogen for further transcriptomic analysis. Similarly, the uninfected PAMs served as mock-infected cells. All the infection experiments were performed in duplicate.

### 2.2. Whole Transcriptome Library Preparation and Sequencing

Total RNAs were extracted from PRRSV-infected PAMs and mock-infected PAMs using TRIzol according to the manufacturer's instructions. RNA library construction and sequencing were performed by RiboBio Co. Ltd. (Guangzhou, China). Briefly, prior to library construction, RNA purity was checked using the ND-1000 Nanodrop (Fisher Scientific). Each RNA sample had an A260 : A280 ratio above 1.8 and A260 : A230 ratio above 2.0. RNA integrity was evaluated using the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). The samples from PRRSV-infected PAMs at 24 hpi were abandoned because of their RIN value below 7.0. The rRNAs were then removed from total RNA using Epicentre Ribo-Zero rRNA Removal Kit (Illumina, San Diego, CA, USA) and fragmented to approximately 200 bp. Subsequently, the purified RNAs were subjected to first-strand and second-strand cDNA synthesis followed by adaptor ligation and enrichment with a low-cycle according to instruction of TruSeq® RNA LT/HT Sample Prep Kit (Illumina). The purified library products were evaluated using the Agilent 2200 TapeStation and Qubit®2.0 (Fisher Scientific) and then diluted to 10 pM for cluster generation in situ on the HiSeq 2500 pair-end flow cell followed by sequencing (2 × 100 bp) on HiSeq 2500 (Illumina).

### 2.3. RNA-Seq Data Analysis

The raw sequencing data (raw reads) were preserved in FASTQ format. Clean reads were obtained by removing adaptors, reads of the unknown base with more than 10%, and those with low quality from the raw reads. The corresponding software Cutadapt 1.8.1 and software NGSQC Toolkit (v2.3.3) were employed [45, 46]. Clean data of high quality were then aligned to the* Sus scrofa* genome assembly (*Sus scrofa *10.2) using TopHat2 (v2.0.9) [47]. The transcriptome of each sample was assembled from the mapped reads by Cufflinks (v2.1.1) [48]. Transcripts, including annotated mRNAs and lncRNAs, were identified according to the* Sus scrofa* genome assembly (*Sus scrofa *10.2). For novel lncRNA identification, the first step was conducted to filter the known lncRNAs and other known non-lncRNA annotations, including protein-coding genes, microRNAs, tRNAs, miscRNA, rRNAs, and pseudogenes. Then transcripts that are with less than 200 nt or single-exonic, which might result from potential DNA contamination, were filtered. Those filtered transcripts with predicted open reading frame (ORF) of <300 nt were selected for further coding potential calculation. By using Coding Potential Calculator (CPC) (version 2) [49, 50], all transcripts with coding potential score of <−1 were discarded. To exclude protein-coding transcripts thoroughly, the selected transcripts in all three possible reading frames were translated and mapped to the known protein domains cataloged in the Pfam database [51] using Pfam Scan (v1.3). Finally, the remaining transcripts were considered reliably as expressed novel lncRNAs.

### 2.4. Differential Expression Analysis

For each sample, the read counts of each transcript were normalized to the length of individual transcript and to the total mapped fragment counts and expressed as reads per kilobase per million mapped (RPKM) reads of both mRNAs and lncRNAs. By using DESeq, the mRNA and lncRNA differential expression analyses were performed for all pairwise comparisons including P_V6_ versus P_M_, P_V9_ versus P_M_, P_V12_ versus P_M_, P_V9_ versus P_V6_, and P_V12_ versus P_V9_. Moreover, the genes in all PRRSV-infected groups (P_V_) were compared with the genes in mock-infected group (P_V_ versus P_M_), and the differentially expressed genes with the same change tendency during PRRSV infection were identified. A corrected *p* value < 0.05 by Student's *t*-test with Benjamini-Hochberg FDR adjustment was used as the cut-off for significant differentially expressed genes.

### 2.5. GO and KEGG Enrichment Analysis

Both GOseq R package (1.18.0) [52] and KOBAS software (2.0) [53] were used for GO and KEGG pathway analyses. Differentially expressed protein-coding genes from all pairwise comparisons were used for enrichment analysis to detect overrepresented functional terms present in the genomic background.

### 2.6. Prediction of the Function of lncRNAs

Most of the annotated lncRNAs in current databases have not been functionally annotated yet. Prediction of their functions was performed based on their related cis- and trans-target mRNAs which have been functionally well annotated. Potentially cis-regulated target genes were defined as protein-coding genes within 10 kb in genomic distance from the lncRNA and potentially trans-regulated target genes using RNAplex (G < −20) (version 0.2) [54].

### 2.7. Quantitative Real-Time PCR

Total RNAs were extracted using TRIzol (Fisher Scientific) following the manufacturer's instructions. The cDNA was reverse-transcribed from 1 *μ*g of total RNA using a Quant One-Step RT-PCR Kit (TIANGEN, Beijing, China). All qRT-PCR primers synthesized by GenePharma (Shanghai, China) (Table 1) were verified to produce specific PCR product and react efficiently. All qRT-PCR reactions were performed on a 7500 real-time PCR system (Fisher Scientific) using Quant One-Step qRT-PCR Kit (TIANGEN) with technical triplicates. Relative quantification of target genes was performed using the −2^−ΔΔCt^ method with PPIA as a reference gene.

### 2.8. Statistical Analysis

The data from qRT-PCR were shown as means ± standard deviations (SD). The Graphpad Prism software (version 5.0) was used to determine the significance of the variability among different groups by two-way ANOVA test of variance. A *p* value < 0.05 was considered to be statistically significant.

## 3. Results

### 3.1. Transcriptome Analysis of PAMs in Response to PRRSV

PAMs were infected with PRRSV JXwn06 at a multiplicity of infection (MOI) of 10 to ensure that majority of cells become infected and the infection is more synchronized among PAMs [55]. Besides two mock-infected samples, every two PRRSV-infected samples were collected at 6, 9, and 12 hpi, respectively, and pooled for library construction and sequencing. 

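Values were analysed for 8 samples of this experiment: 2 of mock-infected PAMs, 2 of the P_V6_ group, 2 of the P_V9_ group and 2 of the P_V12_ group. PAMs are the resident macrophages of the pig lung, here cultured for 48 h and then inoculated at an MOI of 10. Each sample has its own set of values, so n = 2 in every group and each comparison is between 2 samples and 2 samples. The paper describes the infections as done in duplicate and the samples as pooled for the libraries. Whether the 2 samples of a group come from different pigs is not stated. The adjusted p given with the passages therefore measure the spread between such samples, and not a known spread between pigs. The paper's text does not name the hour at which the mock-infected PAMs were collected, so time in culture could not be separated from infection. All log2 fold changes given with the passages are infected over mock-infected, so that a positive value is an increase after infection.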

Total RNAs were prepared from PRRSV-infected PAMs and mock-infected PAMs. Each sample was then subjected to Illumina-based RNA sequencing. 

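Library totals were taken from the deposited data. The authors deposited, for each sample, the raw counts of reads on every annotated transcript and the RPKM computed from them. Between 44347774 and 96328004 reads per sample were counted on annotated transcripts. The mock-infected samples had 96328004 and 93921027 counts, the P_V6_ samples 72538307 and 77924342, the P_V9_ samples 56055242 and 55932563, and the P_V12_ samples 44347774 and 44415474. The smallest value these totals can show, 3 counts, was 0.0311 CPM in the first mock-infected sample and 0.0676 CPM in the first P_V12_ sample, and this limit covers counting error only. The 100 most abundant transcripts took 34.67% and 35.03% of the counts in the mock-infected samples and 29.05% and 28.51% in the P_V12_ samples. Whether transcripts of the same gene share reads in these counts was not tested.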

After cleaning and quality testing, clean reads were screened out from raw sequencing data (raw reads) and mapped to the* Sus scrofa* genome assembly (*Sus scrofa* 10.2) [56]. 

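From the mapped reads the authors counted reads per transcript, and these raw counts were tested here with edgeR. The 8 samples were fitted together with edgeR's quasi-likelihood model after TMM normalization, which scales each library on the transcripts that change least. The low-count filter of edgeR kept 36667 transcripts, 31621 of them mRNAs and 5046 noncoding. A transcript was called differentially expressed when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was at least 1. The fit had 4 residual degrees of freedom and a common biological coefficient of variation of 0.061. The TMM factors were 0.738 and 0.739 for the mock-infected samples and 1.214 and 1.233 for the P_V12_ samples. This scaling lowers the log2 fold changes of a P_V12_ sample compared with scaling on total counts alone, under which the median log2 fold change of the genes of Table S6 at 12 hpi moved from -1.75 to -1.02. Normalized values are given as edgeR's CPM, which are counts divided by the scaled library size, with the SD over the 2 samples of a group.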

With a transcripts computational identification pipeline, totally 38222 annotated mRNAs, 12987 annotated long noncoding RNAs (lncRNAs), and 17624 novel lncRNAs in PRRSV-infected PAMs were identified (Figure 1). 

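The deposited values cover 51209 annotated transcripts, 38222 mRNAs and 12987 noncoding transcripts, and the mRNAs belong to 22836 distinct gene names. The lncRNAs outside this annotation were not analysed here. At least 1 read was counted on 33171 and 33616 mRNAs in the mock-infected samples and on 36262 and 36192 in the P_V12_ samples. For the noncoding transcripts these numbers were 7204 and 7465 in the mock-infected samples and 10753 and 10708 in the P_V12_ samples. The P_V12_ samples therefore had counts on more transcripts although their total counts were the lowest of the 8 samples.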

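Total counts on annotated transcripts were set beside the reads that the paper reports in Table S1. The paper's total mapped reads were 125998163 and 129916358 for the mock-infected samples and 79278137 and 78497561 for the P_V12_ samples. Counts on annotated transcripts came to 76.5% and 72.3% of the paper's mapped reads in the mock-infected samples. They came to 74.3% and 75.2% in the P_V6_ samples, 66.6% and 67.0% in the P_V9_ samples, and 55.9% and 56.6% in the P_V12_ samples. As a share of the paper's clean reads, they fell from 65.3% and 59.3% in the mock-infected samples to 34.6% and 34.9% in the P_V12_ samples.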

The corresponding data statistics of each sample was listed in Table S1.

### 3.2. Distinct Expression Profiles of PAMs in Response to PRRSV at Different Time Points

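In the comparison of the P_V6_ group with the P_M_ group, 1170 mRNAs were upregulated and 1399 downregulated among the 31621 mRNAs tested. For the P_V9_ group the numbers were 4750 upregulated and 2680 downregulated mRNAs. For the P_V12_ group they were 9774 upregulated and 4235 downregulated mRNAs. Counted as distinct genes, 740, 3005 and 6212 genes had an upregulated mRNA at 6, 9 and 12 hpi. The setting that moved the first of these numbers most was the fold change minimum, without which 6076 mRNAs were upregulated at 6 hpi. With total counts in place of TMM, 3845 mRNAs were upregulated and 588 downregulated at 6 hpi, so the upregulated were then the larger number. Because the samples of a group carry the replicate numbers 1 and 2, the test was repeated with a replicate block, the pairing being taken from the labels alone. With the block, 1182 mRNAs were upregulated and 1403 downregulated at 6 hpi, 4631 and 2681 at 9 hpi, and 9688 and 4240 at 12 hpi. Across the 36667 transcripts tested, which are not independent replicates, the deviations from the group mean of same-numbered samples of the P_M_ and P_V6_ groups correlated at 0.005, those of the P_M_ and P_V9_ groups at 0.004 and those of the P_M_ and P_V12_ groups at 0.031. Among the 5328 most abundant transcripts these values were -0.143, -0.049 and 0.145, and the largest of any 2 groups was 0.469, for the P_V9_ and P_V12_ groups.

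**Figure D1:**
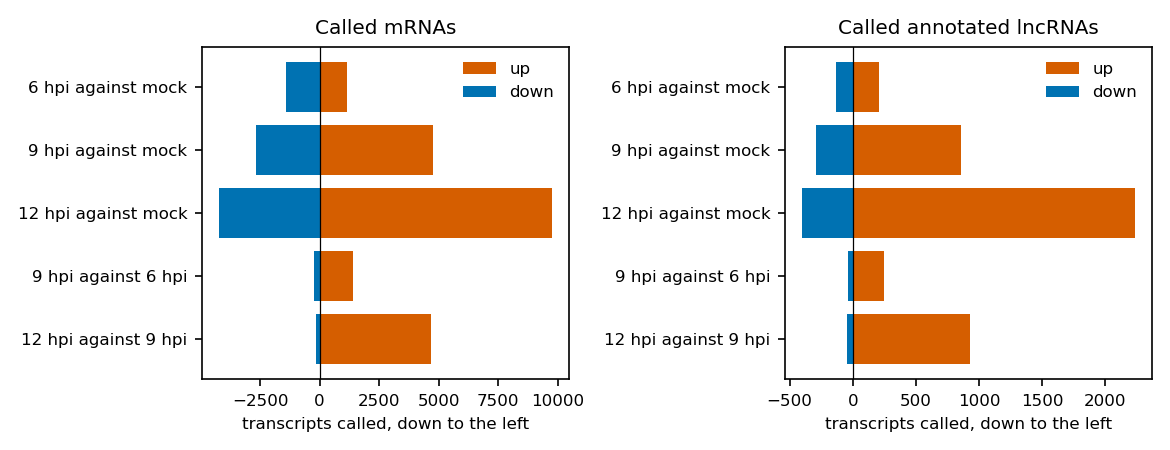
Number of mRNAs (left) and annotated lncRNAs (right) called differentially expressed in 5 comparisons, with upregulated transcripts drawn to the right of 0 and downregulated transcripts to the left. The upregulated mRNAs rise from 1170 at 6 hpi to 9774 at 12 hpi and the downregulated mRNAs from 1399 to 4235.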

With the threshold of |log⁡2(fold  change)| ≥ 1 and a false discovery rate- (FDR-) corrected *p* value < 0.05, the numbers of differentially expressed mRNAs and lncRNAs were identified when mock-infected PAMs (P_M_) group was compared with PRRSV-infected PAMs (P_V6_, P_V9_, and P_V12_ group, resp.) (Table 2). Meanwhile, distinct expression numbers of annotated and novel lncRNAs were also characterized (Table 2). 

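Among the 5046 annotated noncoding transcripts tested, 205 were upregulated and 129 downregulated at 6 hpi. At 9 hpi 859 were upregulated and 294 downregulated, and at 12 hpi 2236 were upregulated and 403 downregulated. The alternative that moved these numbers most was limma on log2(RPKM + 1), which called 26 upregulated and 10 downregulated at 6 hpi. In the fit with the replicate block, 197 were upregulated and 137 downregulated at 6 hpi, and 2200 and 400 at 12 hpi.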

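Between consecutive time points, 1418 mRNAs were higher and 233 lower at 9 hpi than at 6 hpi, and 4679 were higher and 134 lower at 12 hpi than at 9 hpi. Of the annotated lncRNAs, 248 were higher and 34 lower at 9 hpi than at 6 hpi, and 926 higher and 48 lower at 12 hpi than at 9 hpi. Among the mRNAs called at 12 hpi with a mean RPKM of at least 1 in either group, the largest increase over the P_M_ group was that of IFNB1 (NM_001003923.1), with a log2 fold change of 11.28 (standard error 0.20, edgeR adjusted p = 8e-20). It was followed by IFN-ALPHAOMEGA (NM_001166320.1) with 10.72 (standard error 0.32, edgeR adjusted p = 9.2e-17) and LOC396757 (XM_005672966.1) with 9.94 (standard error 0.79, edgeR adjusted p = 1e-09). LOC396757 had a mean RPKM of 0 in the mock-infected samples and 3.14 at 12 hpi, so the size of its change is set by the depth. In the mock-infected samples IFNB1 had counts of 1 and 3, and IFN-ALPHAOMEGA of 1 and 0. With 1 replicate left out in turn, IFNB1 lay between 10.65 and 12.17 and IFN-ALPHAOMEGA between 9.86 and 12.95. The depth therefore also limits the size and order of these increases. The largest decreases were those of LOC100517064 (XM_003134357.2) with a log2 fold change of -6.10 (standard error 0.40, edgeR adjusted p = 2.3e-11), LOC100513097 (XM_005665846.1) with -4.91 (standard error 0.53, edgeR adjusted p = 5.3e-08), and FCN1 (NM_214160.2) with -4.68 (standard error 0.088, edgeR adjusted p = 2.2e-19). These 6 transcripts changed the same way in each infected sample at 6, 9 and 12 hpi against both mock-infected samples, which was a condition of their choice. The ranking therefore holds among mRNAs that met this condition, and those changed only at 12 hpi were left out. LOC100513097 had counts of 2203 and 581 in the mock-infected samples. With 1 replicate left out in turn, its value lay between -5.60 and -3.735, and that of LOC100517064 between -7.435 and -5.43. FCN1 lay between -4.76 and -4.68, so the order of LOC100513097 and FCN1 is not fixed. FCN1 fell from 250 ± 2.98 CPM in the mock-infected samples to 9.73 ± 0.0364 CPM at 12 hpi (SD, n = 2).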

To analyze the dynamic alteration of transcripts in PRRSV-infected PAMs at different time points, the volcano plots were conducted to describe each differentially expressed transcript in each comparison group, including P_V6_ versus P_M_, P_V9_ versus P_M_, P_V12_ versus P_M_, P_V9_ versus P_V6_, and P_V12_ versus P_V9_ (Figures 2(a), 2(b), 2(c), 2(d), 2(e), 2(f), 2(g), 2(h), 2(i), 2(j), 2(k), 2(l), 2(m), 2(n), and 2(o)). 

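The excess of upregulated over downregulated transcripts was already present in the numbers at 9 hpi, with 4750 upregulated against 2680 downregulated mRNAs and 859 upregulated against 294 downregulated annotated lncRNAs. Of the upregulated mRNAs at 9 hpi, 3835 (80.7%) had a mean RPKM under 1 in both groups, while this held for 506 (18.9%) of the downregulated mRNAs. At 12 hpi the shares were 87.6% of the upregulated and 10.6% of the downregulated mRNAs. When only transcripts with a mean RPKM of at least 1 in one of the compared groups were tested, 1373 mRNAs were upregulated and 1524 downregulated at 9 hpi, so that the downregulated mRNAs were then the larger number. With this filter the upregulated remained the larger number among annotated lncRNAs at 9 hpi, with 171 against 127, and among mRNAs at 12 hpi, with 2222 against 1858. Scaling on total counts alone gave 11164 upregulated and 826 downregulated mRNAs at 9 hpi. The tested transcripts were also divided into deciles by their RPKM in the mock-infected samples, the same samples the log2 fold changes are taken against. In the lowest decile, with a median RPKM of 0.00767, the median log2 fold change was 1.36 at 6 hpi, 2.32 at 9 hpi and 3.68 at 12 hpi. In the highest decile, with a median RPKM of 37.3, it was -0.41, -0.68 and -0.89. Scaled on total counts, the medians at 12 hpi were 4.38 in the lowest and -0.16 in the highest decile. The paper takes the larger number of upregulated transcripts at 9 hpi as a sign that the PAMs were activated in response to PRRSV.

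**Figure D2:**
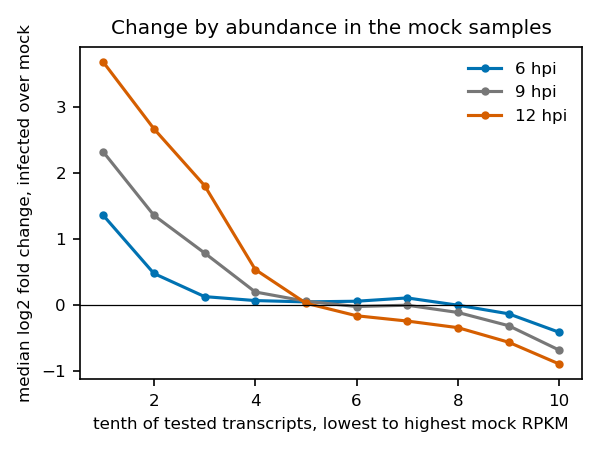
Median log2 fold change (infected over mock-infected) at 6, 9 and 12 hpi in each decile of the tested transcripts, ordered from the lowest to the highest RPKM in the mock-infected samples. At 12 hpi the median runs from 3.68 in the lowest decile to -0.89 in the highest.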

At 9 hpi, the number of upregulated mRNAs and lncRNAs was more than those of downregulated ones, indicating the activation status of PAMs in response to PRRSV. In addition, the transcripts with the same change tendency and significant differences during PRRSV infection were also screened out for further analysis (Figures 2(p), 2(q), and 2(r)). 

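876 mRNAs were called upregulated and 1019 downregulated at all of 6, 9 and 12 hpi against the P_M_ group. The same held for 166 upregulated and 60 downregulated annotated lncRNAs. With total counts in place of TMM, the alternative that moved these numbers most, 3173 mRNAs were upregulated and 368 downregulated at all 3 time points. In the blocked fit the numbers were 886 and 1025. When the 6 infected samples were taken as 1 group against the 2 mock-infected samples, 1306 mRNAs were upregulated and 1975 downregulated. The clustering in Figures 2(p), 2(q), and 2(r) was not repeated.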

Based on the above results, further analyzing the potential role of these mRNAs and lncRNAs in the biological function of PAMs is required in order to expand the effect of PRRSV infection on PAMs* in vitro*.

### 3.3. Experimental Validation of Selected mRNAs and lncRNAs

The quantitative real-time PCR (qRT-PCR) analysis was performed with the respective primers and probes to analyze the relevant transcripts from our original samples used in deep-sequencing. Firstly, the mRNA levels of PRRSV N gene were examined in each sample to confirm the infection status of PAMs (Figure 3(a)). Then four annotated mRNAs including guanylate-binding protein 1 (GBP1), 4-hydroxyphenylpyruvate dioxygenase like (HPDL), prolylcarboxypeptidase (PRCP), and cluster of differentiation CD163, two annotated lncRNAs (XR-301539 and XR-297549.1), and two novel lncRNAs (TCONS-00048171 and TCONS-00154605) from each PRRSV-infected group and mock-infected group were selected for qRT-PCR analysis. 

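In the RNA-Seq counts of the same samples, GBP1 (NM_001128473.1) rose from 9.81 ± 0.635 CPM in the mock-infected samples to 40.0 ± 2.13 at 6 hpi, 87.5 ± 5.70 at 9 hpi and 217 ± 27.7 at 12 hpi (SD, n = 2). Its log2 fold change at 12 hpi was 4.47 (standard error 0.092, edgeR adjusted p = 8.9e-19). HPDL (XM_003128048.2) was upregulated at each time, with log2 fold changes of 1.62 (standard error 0.25, edgeR adjusted p = 1.7e-05) at 6 hpi, 1.35 at 9 hpi and 1.21 at 12 hpi. Its mean RPKM stayed below 1, at 0.195 in the mock-infected samples and 0.748 at 12 hpi, and its count in the first mock-infected sample was 37. PRCP (XM_005667178.1) was downregulated, with log2 fold changes of -1.38 (standard error 0.14, edgeR adjusted p = 5.5e-08) at 6 hpi, -1.32 at 9 hpi and -1.23 at 12 hpi. CD163 (NM_213976.1) fell from 80.2 ± 2.43 CPM in the mock-infected samples to 6.26 ± 0.708 CPM at 12 hpi (SD, n = 2), with log2 fold changes of -2.48, -3.10 and -3.68 at 6, 9 and 12 hpi. The annotated lncRNA XR_301539.1 had log2 fold changes of 2.28, 2.46 and 2.02, and XR_297549.1 had -1.84, -2.61 and -1.82. Every one of these values was called at its time point. PRCP depends on the scaling, since with total counts in place of TMM its log2 fold change was -0.98, -0.70 and -0.50 at the 3 times, under the fold change minimum. The qRT-PCR values and the lncRNAs outside the annotation were not analysed here.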

The results showed that all of the transcripts exhibited similar change tendency following PRRSV infection (Figures 3(b), 3(c), 3(d), 3(e), 3(f), 3(g), 3(h), and 3(i)), consolidating the results obtained through RNA-Seq.

### 3.4. Characteristic Analysis of the Dynamic Gene Expression in PRRSV-Infected PAMs at Different Time Points

To obtain a comprehensive understanding of the dynamic gene expression profiles during PRRSV replication, protein-coding genes were further screened out with the threshold as follows: (i) |log⁡2(fold  change)| ≥ 1; (ii) FDR-corrected* p value* < 0.05; (iii) RPKM ≥ 1. 

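With the same 3 thresholds, taking the RPKM minimum as a mean RPKM of at least 1 in one of the compared groups and counting each gene once, 789 protein-coding genes were called in the P_V6_ group, 1781 in the P_V9_ group and 2806 in the P_V12_ group. Without the fold change minimum, 5857, 6940 and 7636 genes were called. Without the RPKM minimum, an alternative chosen after the data were seen, the numbers were 1582, 4589 and 8588. The replicate block gave 789, 1788 and 2806. The RPKM minimum removed most of the upregulated mRNAs, since 8563 of the 9774 upregulated mRNAs at 12 hpi had a mean RPKM under 1 in both groups.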

Totally, the differentially expressed protein-coding genes, including 991 genes in P_V6_ group, 2892 genes in P_V9_ group, and 6208 genes in P_V12_ group, were characterized when compared with the P_M_ group. Eight hundred and five and 3067 genes were identified when compared between P_V9_ and P_V6_ groups or P_V12_ and P_V9_ groups, respectively. Moreover, 770 genes with the same change tendency during PRRSV infection were also classified and all of these genes were used for GO term and KEGG pathway enrichment analyses using specific* Sus scrofa* gene database as the background. 

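Between the time points, 199 protein-coding genes passed the 3 thresholds at 9 hpi against 6 hpi and 409 at 12 hpi against 9 hpi. Without the fold change minimum, 4223 and 5901 genes were called. Dropping the RPKM minimum, which was tried only after the data were seen, gave 1090 and 3162. Under limma on log2(RPKM + 1), 94 and 251 genes were called.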

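638 protein-coding genes passed the thresholds in the same direction at all 3 time points. This number was 928 with total counts in place of TMM, 641 with the replicate block, and 1281 when the 6 infected samples were compared as 1 group with the 2 mock-infected samples. The GO and KEGG enrichment of these genes was not analysed here.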

GO analysis of the differentially expressed protein-coding genes between each PRRSV-infected group and mock-infected group were shown in Figures 4(a), 4(b), and 4(c). These differentially expressed protein-coding genes included biological process terms (inflammatory response, immune response, defense response, and endocytosis), cellular component terms (nucleosome, DNA bending complex, DNA packaging complex, and protein-DNA complex), and molecular function terms (carbohydrate binding, tumor necrosis factor receptor binding, oxidoreductase activity acting on a sulfur group of donors, and tumor necrosis factor receptor superfamily binding). Considering the dynamic gene expression profiles at different time points postinfection, further analysis of the genes with same change tendency at each time point postinfection was carried out (Figure 4(d)). Moreover, comparative analysis between P_V9_ and P_V6_ groups or between P_V12_ and P_V9_ groups was performed (Figures 4(e) and 4(f)).

KEGG pathway analyses of the differentially expressed mRNAs were performed between PRRSV-infected group and mock-infected group. The results revealed that these differentially expressed mRNAs were related to the phagosome, lysosome, and others during PRRSV infection. The specific overrepresented KEGG pathways at each time point were shown in Figures 5(a), 5(b), 5(c), and 5(d). In addition, P_V6_, P_V9_, and P_V12_ groups were compared with each other and overrepresented pathways were presented in Figures 5(e) and 5(f). Of note, during PRRSV infection, the overrepresented lysosome and phagosome pathways are of great interest for further analysis due to their essential roles in antiviral and antibacterial responses.

### 3.5. Characteristic Analysis of Key Genes Involved in PAMs Function during PRRSV Infection

PRRSV is shown to enter the host cell through receptor-mediated endocytosis [57]. Upon internalization, the viral genome is released into the cytoplasm to initiate transcription and replication. Recognition of viral nucleic acid by either cytosolic RIG-I-like receptors (RLRs) or endosomal Toll-like receptors (TLRs) leads to the initiation of antiviral signaling cascades, triggering the production of cytokines and chemokines [58–62]. 

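Table S2 lists 12 transcripts, all of which were tested. At 6 hpi 3 were upregulated and 5 downregulated, at 9 hpi 3 and 8, and at 12 hpi 1 and 9. The median log2 fold change of the set was -0.86 at 6 hpi, -1.11 at 9 hpi and -1.35 at 12 hpi. It moved most under limma on log2(RPKM + 1), to -0.29, -0.34 and -0.52. The replicate block gave -0.86, -1.11 and -1.35. MAPK14 (XM_001929490.4) had the largest value at 12 hpi, with a log2 fold change of 1.23 (standard error 0.083, edgeR adjusted p = 3.7e-11). DUSP4 (XM_003133392.2) had the lowest, with -3.28 (standard error 0.15, edgeR adjusted p = 6.4e-14). Of the Toll-like receptors named in the text, TLR1 (NM_001031775.1) was upregulated at 6 hpi, with a log2 fold change of 1.18, and TLR8 (NM_214187.1) was downregulated, with -1.62 (standard error 0.14, edgeR adjusted p = 1e-08).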

The genes differentially expressed during PRRSV infection in Toll-like receptor signaling pathway and RIG-I-like receptor signaling pathway were listed in Table S2. Type I interferons are considered as key antiviral cytokines which trigger the activation of Janus kinase-signal transducer and activator of transcription (JAK-STAT) signaling pathway and expression of interferon-stimulated genes (ISGs) and related antiviral effectors [63]. For the transcription and replication, PRRSV has evolved multiple strategies to interfere with IFN-mediated signaling pathways and to block the action of ISGs with antiviral activity [64]. Our analyses on the genes altered in the downstream JAK-STAT signaling pathway showed that only PIK3R5 and PIK3CB were significantly suppressed in Pv9 group and Pv12 group (Table S2). 

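PIK3R5 (NM_213851.1) had a log2 fold change of -1.07 (standard error 0.074, edgeR adjusted p = 9.7e-11) at 9 hpi and -1.26 (standard error 0.075, edgeR adjusted p = 4.8e-12) at 12 hpi. PIK3CB (XM_005669881.1) had -1.21 (standard error 0.066, edgeR adjusted p = 2.1e-12) at 9 hpi and -1.67 (standard error 0.068, edgeR adjusted p = 1.1e-14) at 12 hpi. At 6 hpi both fell by less than the fold change minimum, with log2 fold changes of -0.61 and -0.74. PIK3R5 went from 88.8 ± 4.17 CPM in the mock-infected samples to 37.2 ± 0.281 CPM at 12 hpi, and PIK3CB from 53.3 ± 0.098 to 16.7 ± 0.311 CPM (SD, n = 2). These calls depend on the scaling, since with total counts in place of TMM the log2 fold changes were -0.44 and -0.58 at 9 hpi and -0.53 and -0.94 at 12 hpi, under the fold change minimum.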

By comparative analysis between PRRSV-infected and mock-infected groups, majority of the ISGs were significantly increased at 9 and 12 hpi (Table S3), implying the start of host antiviral immune response at 9 h following PRRSV infection.

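Of the 16 antiviral genes of Table S3, 9 were upregulated at 9 hpi and 15 at 12 hpi. At 6 hpi 1 was upregulated, GBP1 with a log2 fold change of 2.03, and 1 was downregulated, IFITM1 (XM_003124230.2) with -1.27. The median log2 fold change of the set was -0.28 at 6 hpi, 1.14 at 9 hpi and 2.42 at 12 hpi. The median at 6 hpi changed sign with total counts in place of TMM, to 0.12, and the medians at 9 and 12 hpi were 1.76 and 3.15. In the blocked fit the medians were -0.28, 1.14 and 2.42. IFIT1 (NM_001244363.1) rose most, from 3.04 ± 0.383 CPM in the mock-infected samples to 44.5 ± 4.78 at 9 hpi and 367 ± 36.6 at 12 hpi (SD, n = 2). Its log2 fold change was 3.87 (standard error 0.10, edgeR adjusted p = 7.7e-17) at 9 hpi and 6.92 (standard error 0.11, edgeR adjusted p = 1.9e-20) at 12 hpi. ISG15 (NM_001128469.1) was called only at 12 hpi, with a log2 fold change of 1.12 (standard error 0.067, edgeR adjusted p = 5.2e-12). From the increase at 9 and 12 hpi, the paper proposes that the antiviral response of the host starts at 9 h after infection.

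**Figure D3:**
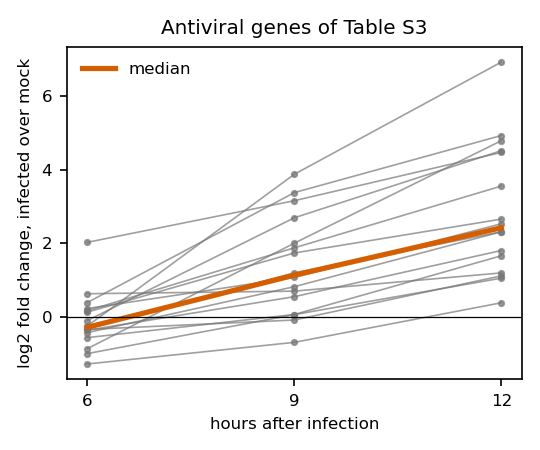
Log2 fold change (infected over mock-infected) of each of the 16 antiviral genes of Table S3 at 6, 9 and 12 hpi in grey, with their median in orange. The median goes from -0.28 at 6 hpi to 2.42 at 12 hpi, and with total counts in place of TMM its value at 6 hpi is 0.12.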

Besides JAK-STAT signaling pathway, MAPK and NF-*κ*B are also essential signaling pathways activated during PRRSV infection [64]. 

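DUSP4 (XM_003133392.2) fell from 26.6 ± 1.48 CPM in the mock-infected samples to 2.74 ± 0.828 CPM at 12 hpi, while MAPK14 (XM_001929490.4) rose from 32.3 ± 4.00 to 75.6 ± 0.0477 CPM (SD, n = 2). These 2 had the lowest and the highest log2 fold change of Table S2 at 12 hpi and do not stand for the whole table, of whose 12 transcripts 9 were downregulated and 1, MAPK14, upregulated at 12 hpi. Their log2 fold changes at 9 hpi were -2.90 (standard error 0.14, edgeR adjusted p = 3.6e-13) for DUSP4 and 1.85 (standard error 0.083, edgeR adjusted p = 9.4e-14) for MAPK14. Scaled on total counts alone, the values at 9 hpi were -2.27 and 2.47. The paper's text and Table S2 do not name the genes taken as the NF-κB signaling pathway, and that pathway was not analysed here.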

Our analyses indicated that the transcriptome abundance of genes in NF-*κ*B signaling pathway had no significant alteration during PRRSV infection, while the genes involved in MAPK signaling pathway were significantly decreased (Table S2).

The transcription levels of the downstream cytokines and chemokines in PAMs during PRRSV infection were characterized. Interestingly, none of the proinflammatory cytokines genes, including interleukin-1*β* (IL-1*β*), IL-6, IL-8, IL12, and IL-18, were highly expressed in both PRRSV-infected and mock-infected PAMs. 

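Of the 2 interleukin-1β transcripts in the deposited values, IL1B (NM_214055.1) had a mean RPKM of 1460 in the mock-infected samples, 1670 at 6 hpi, 1570 at 9 hpi and 2580 at 12 hpi. The other, IL-1beta (NM_001005149.1), which is the one listed in Table S4, had a mean RPKM of 0.582 in the mock-infected samples and 1.66 at 12 hpi. With TMM neither was called at any time, and the log2 fold changes at 12 hpi were 0.10 (standard error 0.067, edgeR adjusted p = 0.19) for IL1B and 0.79 (standard error 0.26, edgeR adjusted p = 0.0088) for IL-1beta. With total counts IL-1beta was called upregulated at 12 hpi, with 1.515 (standard error 0.256, edgeR adjusted p = 1.2e-05). IL1B then had 0.828, under the fold change minimum. The sign of IL1B at 6 and 9 hpi depends on the scaling, being -0.20 and -0.51 with TMM and 0.20 and 0.11 with total counts. IL6 (NM_214399.1) had a mean RPKM of 0.155 in the mock-infected samples and 0.0401 at 12 hpi, and no read was counted on it in either P_V9_ sample, so its log2 fold change of -6.95 there is set by the depth. IL8 (NM_213867.1) had a mean RPKM of 2.72 in the mock-infected samples and 1.94 at 12 hpi, and it was called only at 12 hpi, with a log2 fold change of -1.21 (standard error 0.25, edgeR adjusted p = 0.00025), on counts of 191 and 65. With 1 replicate left out in turn this value lay between -2.20 and -0.62, and with total counts it was -0.49, under the fold change minimum. IL12A (NM_213993.1) and IL12B (NM_214013.1) had a mean RPKM of 0.0927 and 0.694 in the mock-infected samples, and IL12A was called at 12 hpi with a log2 fold change of 1.80 (standard error 0.42, edgeR adjusted p = 0.00069). IL18 (XM_005667326.1) had a mean RPKM of 2.13 in the mock-infected samples and 3.73 at 12 hpi, and it was not called.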

Although the mRNA level of IFN-*α* was very low upon PRRSV infection, the mRNA levels of IFN-*β* and IFN-*αω* were significantly upregulated at 9 hpi and 12 hpi compared with those in mock-infected groups.

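The deposited values list 14 IFN-α transcripts, and the highest count of any of them in 1 sample was 2 in the mock-infected samples, 10 at 9 hpi and 16 at 12 hpi. Summed over these transcripts, the counts per sample were 2 and 4 in the mock-infected samples, 15 and 20 at 9 hpi, and 52 and 55 at 12 hpi. IFNB1 (NM_001003923.1) rose from 0.0286 ± 0.0206 CPM in the mock-infected samples to 0.501 ± 0.0913 at 6 hpi, 8.29 ± 1.30 at 9 hpi and 75.5 ± 3.33 at 12 hpi (SD, n = 2). Its log2 fold change was 4.06 (standard error 0.49, edgeR adjusted p = 7.8e-07) at 6 hpi, 8.09 (standard error 0.26, edgeR adjusted p = 5.9e-16) at 9 hpi and 11.28 (standard error 0.20, edgeR adjusted p = 8e-20) at 12 hpi. IFN-ALPHAOMEGA (NM_001166320.1) had log2 fold changes of 4.46 (standard error 0.80, edgeR adjusted p = 0.00011) at 6 hpi, 8.01 (standard error 0.44, edgeR adjusted p = 2.1e-12) at 9 hpi and 10.72 (standard error 0.32, edgeR adjusted p = 9.2e-17) at 12 hpi. Its mean RPKM was 0.0093 in the mock-infected samples, on counts of 1 and 0, and 33.4 at 12 hpi. With 1 replicate left out in turn, its value lay between 3.59 and 6.68 at 6 hpi and between 7.12 and 10.19 at 9 hpi. At 12 hpi it lay between 9.86 and 12.95, so the size of the change is limited by the depth.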

The heterogeneous and plastic properties diversify the dynamic function of macrophages in response to different environmental stimuli. To date, multiple receptors, cytokines, chemokines, and metabolic factors have been used as potential biomarkers of different activation status of macrophages [65–67]. Although the transcription levels of these characteristic genes alone may not fully elucidate their protein expression or secretion status, the change tendency in response to PRRSV indeed reflects the polarized direction of macrophages to some degrees. 

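In the mock-infected samples, CXCL2 (NM_001001861.2) had a mean RPKM of 1960, CCL23 (XM_003131712.4) of 562, TNF (NM_214022.1) of 179 and PTGS2 (NM_214321.1) of 144. IL1B (NM_214055.1) had 1460 and IL-1beta (NM_001005149.1), the transcript of Table S4, had 0.582. At 12 hpi the mean RPKM was 1350 for CXCL2, 114 for CCL23, 329 for TNF and 52.5 for PTGS2. The deposited RPKM are scaled on the summed counts alone, so they are not on the scale of the TMM-normalized fold changes. Of the 34 transcripts of Table S4, 2 were upregulated and 13 downregulated at 6 hpi, 7 and 18 at 9 hpi, and 11 and 16 at 12 hpi.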

Our results showed that the basal levels of most characterized receptors in M1, M2a, and M2c phenotypes were higher, and two M1-specific cytokines (IL-1*β* and TNF-*α*), one M1-specific metabolic factor PTGS2, one M2a-specific chemokine C-C motif chemokine ligand 23 (CCL23), and one M2a-specific and one M2b-specific chemokine C-X-C motif ligand (CXCL2) were expressed at high transcriptional level (Table S4). The gene expression quantities and change tendency of these biomarkers in PRRSV-infected PAMs indicated specific phenotypes at each time course upon PRRSV infection compared with the well-characterized classically activated macrophage (M1) and alternatively activated macrophages (M2) statuses. 

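The median log2 fold change of the 34 transcripts of Table S4 was -0.83 at 6 hpi, -1.09 at 9 hpi and -0.87 at 12 hpi. Negative values were found for 27 of them at 6 hpi, 24 at 9 hpi and 20 at 12 hpi, and with total counts in place of TMM for 23, 23 and 18. The blocked fit gave medians of -0.82, -1.09 and -0.88. Under limma on log2(RPKM + 1), the alternative that moved them most, they were -0.22, -0.20 and -0.084. CXCL10 (NM_001008691.1) had the largest log2 fold change at 12 hpi, 8.43 (standard error 0.14, edgeR adjusted p = 1.9e-20), after -1.27 (standard error 0.28, edgeR adjusted p = 0.00098) at 6 hpi. CD163 had the lowest at 12 hpi, -3.68 (standard error 0.089, edgeR adjusted p = 5.2e-18).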

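TNF was downregulated at 6 hpi, with a log2 fold change of -1.30 (standard error 0.074, edgeR adjusted p = 1.3e-11), and at 9 hpi, with -1.12 (standard error 0.074, edgeR adjusted p = 4.5e-11). At 12 hpi it was not called, with 0.15 (standard error 0.073, edgeR adjusted p = 0.07). TGFB1 (NM_214015.1) had log2 fold changes of -0.67, -1.08 and -1.29 at 6, 9 and 12 hpi and was called at 9 and 12 hpi. CCL3L1 (NM_001009579.1), taken for CCL3, had -1.30, -2.35 and -1.69, and CCL4 (NM_213779.1) had -2.21, -2.58 and -1.17. CCL23 had -1.67, -2.58 and -3.03, and CXCL14 (NM_001244128.1) had -1.90, -2.80 and -2.45. All of the values of CCL3L1, CCL4, CCL23 and CXCL14 were called, with edgeR adjusted p between 3.8e-17 and 2.4e-08. IL6 was also called at every time, on counts of 16 and 17 in the mock-infected samples and 1 and 3 at 12 hpi. The DESeq2 Wald test did not call it at 6 and 12 hpi. Neither interleukin-1β transcript was called with TMM, and with total counts IL-1beta was called upregulated at 12 hpi, with 1.515. Scaled on total counts alone, several of these calls fell under the fold change minimum. TNF had -0.91 at 6 hpi and -0.50 at 9 hpi, TGFB1 -0.46 at 9 hpi and -0.56 at 12 hpi, CCL3L1 -0.91 at 6 hpi and -0.96 at 12 hpi, and CCL4 -0.44 at 12 hpi. The paper takes these decreases as a sign of an anti-inflammatory property of the PAMs after infection.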

Of note, the proinflammatory cytokines and chemokines, including TNF-*α*, transforming growth factor-*β* (TGF-*β*), IL-1*β*, CCL3, CCL4, CCL23, CXCL14, and IL-6, were downregulated, indicating the anti-inflammatory property of PAMs after PRRSV JXwn06 infection* in vitro*. In addition, the suppression of TLR1, TLR4, and TLR8 in PRRSV-infected PAMs might weaken the recognition of PAMs for invading pathogens. 

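TLR8 (NM_214187.1) was downregulated at each time, with log2 fold changes of -1.62 (standard error 0.14, edgeR adjusted p = 1e-08) at 6 hpi, -1.12 (standard error 0.14, edgeR adjusted p = 7.5e-07) at 9 hpi and -1.26 (standard error 0.14, edgeR adjusted p = 1.6e-07) at 12 hpi. Its mean RPKM was 1.06 in the mock-infected samples and 0.73 at 12 hpi. With total counts the values at 9 and 12 hpi were -0.50 and -0.53, under the fold change minimum. TLR1 (NM_001031775.1) had a log2 fold change of 1.18 (standard error 0.10, edgeR adjusted p = 4.7e-09) at 6 hpi, 1.15 (standard error 0.10, edgeR adjusted p = 3.4e-09) at 9 hpi and 0.16 (standard error 0.11, edgeR adjusted p = 0.18) at 12 hpi. TLR4 (NM_001113039.1) was not called at any time, with log2 fold changes of -0.18, -0.27 and -0.61 (standard error 0.057, edgeR adjusted p = 6.8e-09) at 6, 9 and 12 hpi. Its sign depends on the scaling, and with total counts in place of TMM the values were 0.22, 0.35 and 0.12.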

An essential role of macrophages is to present the antigens to the corresponding immune cells through either the major histocompatibility complex I (MHC I) or MHC II pathway. Our previous studies have demonstrated that PRRSV has evolved to evade cytotoxic T lymphocyte (CTL) responses through nsp1*α*-mediated swine leucocyte antigen (SLA-1) proteasomal degradation [68]. KEGG enrichment analysis showed the overrepresented antigen processing and presentation pathways (Figure 5). Further characterization of expression level of these overrepresented genes revealed that multiple isoforms of SLA-I and SLA-II and key genes involved in antigen processing were remarkably suppressed during PRRSV infection (Table S5), further indicating the aberrant antigen processing and presentation ability of PAMs in response to PRRSV infection.

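Table S5 lists 16 transcripts, and 7 were downregulated at 6 hpi, 14 at 9 hpi and 14 at 12 hpi. Their median log2 fold change was -0.91 at 6 hpi and -1.69 at 12 hpi, and every member had a negative value at each time, with TMM and with total counts. The paper lists these genes as altered in the same data, so they were chosen for their change and the shared direction is no separate support. With total counts the medians were -0.51, -0.88 and -0.96, and 3 members were called at 6 hpi, 7 at 9 hpi and 7 at 12 hpi. The replicate block left the medians at -0.91 at 6 hpi and -1.69 at 12 hpi. Of the 6 SLA-I transcripts, the median at 6 hpi was -0.73, under the fold change minimum, and 5 were downregulated at 12 hpi, with log2 fold changes down to -1.93. The one not called was SLA-7 (NM_213768.1), with -0.98 (standard error 0.069, edgeR adjusted p = 7e-11). Of the 7 SLA-II transcripts, 4 were downregulated at 6 hpi and 6 at 12 hpi, with log2 fold changes from -3.20 to -0.98 at 12 hpi. SLA-DOB, which is in Table S4 and not in Table S5, was upregulated, with 2.583 at 9 hpi and 3.655 at 12 hpi. Its mean RPKM was 0.0527 in the mock-infected samples and 1.13 at 12 hpi. B2M (NM_213978.1) had the lowest value of the table at 12 hpi, -7.84 (standard error 1.28, edgeR adjusted p = 1.8e-05), but its counts differed between the mock-infected samples, at 594 and 7136, against 17 and 9 at 12 hpi. The paper takes the lower expression of these genes as a sign that antigen processing and presentation by PAMs is aberrant after PRRSV infection.

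**Figure D4:**
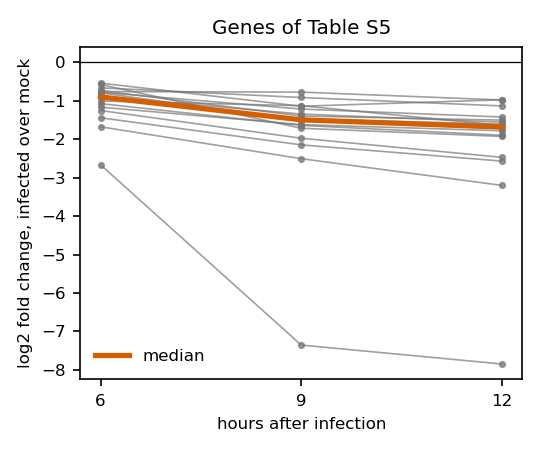
Log2 fold change (infected over mock-infected) of each of the 16 transcripts of Table S5 at 6, 9 and 12 hpi in grey, with their median in orange. All lie below 0, with TMM as drawn and also with total counts, and the lowest line is B2M, at -7.84 at 12 hpi.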

Phagocytosis and the subsequent clearance of exogenous pathogens in phagolysosome are another major function of macrophages. PRRSV infection has been shown to impair the phagocytic and microbicidal capacity of PAMs, increasing the susceptibility to bacterial infection [69, 70]. 

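Of the 44 transcripts of Table S6, which joins phagosome, FcγR-mediated phagocytosis and lysosome genes, 25 were downregulated at 6 hpi, 37 at 9 hpi and 40 at 12 hpi. The median log2 fold change of the table was -1.05 at 6 hpi, -1.53 at 9 hpi and -1.75 at 12 hpi. The paper lists these genes, like those of Tables S2 and S5, as significantly altered in the same data, so they were chosen for their change. Among all tested transcripts, the decile most abundant in the mock-infected samples had medians of -0.41, -0.68 and -0.89. All 44 had a negative value at each time with TMM, and with total counts 43, 42 and 41 did. With total counts 11, 18 and 24 were called and the median at 12 hpi was -1.02. The alternative that moved the median most was limma on log2(RPKM + 1), with -0.95 at 12 hpi. Medians in the blocked fit were -1.05, -1.53 and -1.75.

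**Figure D5:**
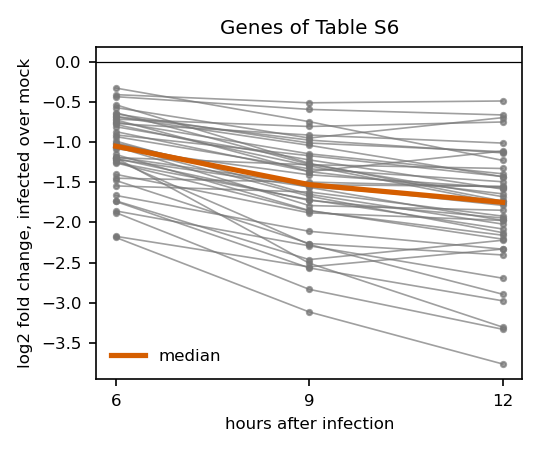
Log2 fold change (infected over mock-infected) of each of the 44 transcripts of Table S6 at 6, 9 and 12 hpi in grey, with their median in orange. The median goes from -1.05 at 6 hpi to -1.75 at 12 hpi, and with total counts in place of TMM 41 of the 44 remain below 0 at 12 hpi.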

Our analyses discovered that a variety of genes involved in phagosome and Fc*γ*R-mediated phagocytosis pathways were significantly downregulated (Table S6). As lysosomes also participate in pathogen clearance process, we also analyzed the expression level of the related genes. Of note, a great variety of lysosomal acid hydrolases, including proteases, glycosidases, sulfatases, lipases, nucleases, and aspartylglucosaminidases, were significantly downregulated at the transcription level. Moreover, the lysosomal membrane proteins, in particular lysosomal-associated membrane protein 1 (LAMP1), also had the decreased transcription levels, suggesting that the lysosomal function of PAMs is impaired during PRRSV infection.

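LAMP-1 (XM_005668552.1) fell from 450 ± 3.92 CPM in the mock-infected samples to 197 ± 13.0 at 6 hpi, 185 ± 0.824 at 9 hpi and 179 ± 0.913 at 12 hpi (SD, n = 2). Its log2 fold change was -1.19 (standard error 0.059, edgeR adjusted p = 1.9e-12) at 6 hpi, -1.28 (standard error 0.059, edgeR adjusted p = 1.4e-13) at 9 hpi and -1.33 (standard error 0.06, edgeR adjusted p = 4.6e-14) at 12 hpi. Scaled on total counts it was -0.79, -0.66 and -0.60, under the fold change minimum each time. Of the 6 lysosomal membrane proteins of Table S6 (LAMP1, LAPTM4A, LAPTM4B, LAPTM5, ABCB9 and SORT1), 5 were downregulated at each time. Their values at 12 hpi ran from -2.40 to -0.69. With total counts 2 of the 6 were called at 6 hpi, 1 at 9 hpi and 3 at 12 hpi. From the lower transcription of the hydrolases and membrane proteins the paper proposes that lysosomal function is impaired during PRRSV infection.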

### 3.6. Function Prediction of Annotated lncRNAs of Interest

lncRNAs have been considered as important regulators of gene expression. Among them, several lncRNAs have been identified to regulate the proximal protein-coding genes in* cis*, while some of them have been characterized to control remote gene expression in* trans*. Although more and more lncRNAs are functionally annotated in* Homo sapiens* and* Mus musculus*, none of them have been functionally identified in* Sus scrofa* assembly. Our RNA-Seq analysis revealed that PRRSV infection could trigger the dynamic expression profiles of lncRNAs in PAMs. 

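XR_301539.1 rose from 5.91 ± 0.196 CPM in the mock-infected samples to 32.5 ± 3.62 CPM at 9 hpi (SD, n = 2), with log2 fold changes of 2.28 (standard error 0.089, edgeR adjusted p = 1.3e-13) at 6 hpi, 2.46 at 9 hpi and 2.02 at 12 hpi. XR_301635.1 rose from 7.50 ± 0.814 to 17.6 ± 0.254 CPM at 9 hpi, with 1.12 (standard error 0.10, edgeR adjusted p = 6.8e-09) at 6 hpi, 1.23 at 9 hpi and 1.18 at 12 hpi. XR_297549.1 fell from 25.9 ± 2.15 to 4.23 ± 0.293 CPM at 9 hpi, with -1.84 (standard error 0.10, edgeR adjusted p = 1.1e-11) at 6 hpi, -2.61 at 9 hpi and -1.82 at 12 hpi. XR_304346.1 fell from 725 ± 1.35 to 195 ± 6.58 CPM at 9 hpi, with -1.06 (standard error 0.062, edgeR adjusted p = 1.8e-11) at 6 hpi, -1.89 at 9 hpi and -2.17 at 12 hpi. XR_299147.1 fell from 48.4 ± 1.70 to 12.0 ± 1.90 CPM at 9 hpi, with -1.28 (standard error 0.083, edgeR adjusted p = 8.2e-11) at 6 hpi, -2.01 at 9 hpi and -2.10 at 12 hpi. All 5 lncRNAs were called at the 3 time points, and the calls at 9 and 12 hpi were the same with total counts in place of TMM. At 6 hpi 1 of the 3 downregulated lncRNAs was called with total counts.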

Here two upregulated annotated lncRNAs (XR_301539.1 and XR_301635.1) and three downregulated lncRNAs (XR_297549.1, XR_304346.1, and XR_299147.1) were selected for further functional analysis. Of them, only lncRNA XR_301539.1 and lncRNA XR_297549.1 are proximal to annotated genes, implying that they share the probability of cis-regulation activity. Furthermore, by using RNAplex software, PTGS2 and TMEM254 were found to be the genes trans-regulated potentially by lncRNA XR_297549.1 and lncRNA XR_299147.1, respectively (Table 3). 

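TMEM254 (XM_003133087.2), the paper's predicted trans-target of XR_299147.1, was not called at any time, with log2 fold changes of -0.38 at 6 hpi, -0.44 at 9 hpi and -0.85 (standard error 0.09, edgeR adjusted p = 4.5e-08) at 12 hpi. Its values at 6 and 9 hpi with total counts in place of TMM were 0.016 and 0.18, of the opposite sign. PTGS2 (NM_214321.1), the paper's predicted target of XR_297549.1, was downregulated at each time, with -2.18 (standard error 0.086, edgeR adjusted p = 5.8e-15) at 12 hpi. The RNAplex prediction and the distances between genes were not analysed here.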

Of note, PTGS2 gene was also predicted to be both cis-regulated and trans-regulated by lncRNA XR_297549.1, showing a higher possibility of functional correlation of these transcripts. 

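PTGS2 (NM_214321.1) fell from 703 ± 34.9 CPM in the mock-infected samples to 185 ± 16.5 at 6 hpi and 95.1 ± 12.8 at 9 hpi, and was at 155 ± 14.9 CPM at 12 hpi (SD, n = 2). XR_297549.1 fell from 25.9 ± 2.15 CPM to 7.24 ± 0.00535 and 4.23 ± 0.293 and was at 7.33 ± 1.27 CPM at 12 hpi. The log2 fold changes at 6, 9 and 12 hpi were -1.92, -2.89 and -2.18 for PTGS2 and -1.84, -2.61 and -1.82 for XR_297549.1, so both were lowest at 9 hpi. Counts of XR_297549.1 were 3.6% and 3.77% of the PTGS2 counts in the mock-infected samples, 3.67% and 4.16% at 6 hpi, 4.26% and 4.68% at 9 hpi, and 4.46% and 4.97% at 12 hpi. The log2 change of this ratio against the mock-infected samples was 0.082 (standard error 0.13) at 6 hpi, 0.27 (standard error 0.14) at 9 hpi and 0.36 (standard error 0.14) at 12 hpi. These standard errors combine those of the 2 transcripts as if independent and do not use the pairing of the counts within a sample. A correlation over the 8 samples was not computed, because the samples fall into separate groups of 2. From the similar change of both transcripts and the predicted interaction, the paper proposes that XR_297549.1 takes part in the regulation of PTGS2.

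**Figure D6:**
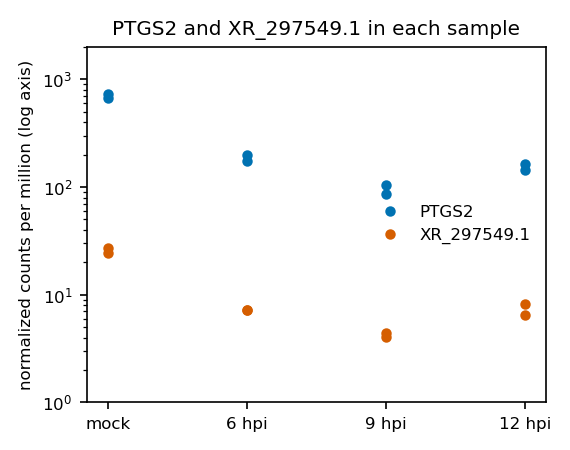
Normalized CPM of PTGS2 (blue) and XR_297549.1 (orange) on a log axis in each of the 8 samples, 2 per group. Both are highest in the mock-infected samples and lowest at 9 hpi, with mean values of 95.1 CPM for PTGS2 and 4.23 CPM for XR_297549.1.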

Together with the similar change tendency of lncRNA XR_297549.1 and PTGS2 gene (Table S4 and Table 3), it is proposed that the lncRNA XR_297549.1 possibly participates in the regulation of PTGS2 gene. Intriguingly, two lncRNAs have been annotated to approximate to PTGS2 gene in either* Homo sapiens *or* Mus musculus* [71]. Three splice variants of lincRNA-COX2 are proximal to the PTGS2 gene in* Mus musculus* [71], and p50-associated COX-2 extragenic RNA (PACER) is recognized as a contiguous antisense lncRNA in the upstream of PTGS2 mRNA start site in* Homo sapiens* [72]. Although the lncRNA XR_297549.1 in* Sus scrofa* is also in the upstream of PTGS2 gene, it shares dramatic difference in nucleotide sequence when compared with PACER and lincRNA-COX2. As cyclooxygenase-2 (COX-2), encoded by PTGS2 gene, is one of the key regulatory enzymes involved in the production of prostaglandins and other prostanoids and plays a key role in the regulation of viral replication and inflammatory response, it is of great interest to further validate the potential regulatory role of lncRNA XR_297549.1 on PTGS2 gene and PRRSV infection.

## 4. Discussion

PRRSV infection can trigger a cascade of cellular events and responses of PAMs, leading to a unique transcriptome landscape reflecting the characteristics of PRRSV-pig interaction. Recent advances in this field have revealed distinct gene expression profiles of PAMs in response to different strains of PRRSV. By using Affymetrix microarrays, the PRRSV Lelystad virus- (LV-) infected PAMs showed limited transcripts of differentially expressed and significantly upregulated IFN-*β* transcription at 9 hpi during the first round of virus replication, implying the initiation of cellular innate immune response [25]. Subsequently, the transcriptome changes of PAMs* in vitro* at 12 hpi were further compared between LV and European highly virulent strain Lena infections [18], and through RNA-Seq technology the previous information was consolidated and enriched. Considering the biological similarities but distinct serological properties between genotype 1 and genotype 2 PRRSV, serial analyses of gene expression (SAGE) libraries were conducted to investigate the reactome dynamics of PAMs in response to genotype 2 PRRSV with low pathogenicity* in vitro* [17], indicating the differentially expressed genes (DEGs) of PRRSV-infected PAMs at different time points postinfection. Moreover, transcriptomic comparison of PAMs from resistant and susceptible pigs after PRRSV challenge showed that the genes enriched in activation of leukocyte extravasation and in suppression of apoptosis contributed to the resistance to PRRSV infection [21, 22]. The microRNA transcriptome of PAMs in response to different strains of PRRSV has expanded our understanding of cellular noncoding RNAs in PRRSV infection [73, 74]. A latest study analyzed the lncRNA expression profiles of PAMs in response to different pathogenic PRRSV strains, further expanding our understanding of predicted lncRNAs and their potential role in antiviral immune response [19].

In the present study, we focused on the dynamic transcriptome landscape of PAMs at different time points during PRRSV infection. The RNAs isolated from PRRSV-infected PAMs at 24 hpi were not used for further study as they could not meet the criteria of RNA quality control. As well known, the binding of the candidate receptors on the surface of PAMs initiates PRRSV infection through endocytosis [64, 75–78]. The pattern recognition receptors, including endosomal TLRs and RLRs, recognize viral nucleic acid and trigger the activation of innate antiviral responses in the course of infection [58–62]. Interaction between IFN-mediated innate immune response and PRRSV has been extensively studied in recent years [54]. Multiple proteins of PRRSV have been well-characterized to antagonize innate immune responses through distinct mechanisms [79–83]. Therefore, the genes involved in innate immune response, including the pattern recognition receptors and downstream cascades, were analyzed, and multiple essential genes were identified for further validation in our study. In accordance with previous studies [18], we also discovered that IFN-*β*, not IFN-*α*, was significantly increased at the transcriptional level at 9 hpi. Together with the upregulation of known interferon-stimulated genes (ISGs) at 9 hpi, it is proposed that innate immune responses of PAMs against PRRSV infection started at that time. As JAK-STAT signaling pathway is well known to mediate extracellular IFN signals to nucleus, resulting in ISGs expression and production of antiviral effectors, we compared the genes involved in JAK-STAT signaling pathway between PRRSV-infected and mock-infected PAMs. Intriguingly, most of the genes were remarkably decreased at all time points postinfection, indicating the decreased sensitivity of JAK-STAT signaling pathway in response to upstream cytokine-cytokine receptor interactions. A variety of antiviral ISGs have been identified and characterized to inhibit virus infection at diverse stages of virus life cycle. On the contrary, viruses have evolved to counteract this effect through different mechanisms. The nsp2 of PRRSV has been shown to antagonize the antiviral effect of ISG15 and ISGylation [84]. In addition, the interaction of PRRSV nsp3 with IFITM1, a broad-spectrum antiviral protein, has been confirmed to contribute to its degradation through proteasome-dependent manner [85]. Our analyses showed that most of the well-defined antiviral ISGs were upregulated at least twofold at 9 hpi. Therefore, whether PRRSV has evolved to counter antiviral proteins through one-to-one correlation manner or lower the global amounts of antiviral effectors generally needs further investigation.

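At 9 hpi 9 of the 16 genes of Table S3 had a log2 fold change of at least 1 and were called, and with total counts in place of TMM 12 were. The lowest value at 9 hpi was that of IFITM1 (XM_003124230.2), -0.69 (standard error 0.10, edgeR adjusted p = 3.7e-06). ISG15 had -0.08 (standard error 0.067, edgeR adjusted p = 0.31), and its sign depended on the scaling, with 0.54 for total counts.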

Macrophages with multiple functions and heterogeneity play essential roles in both innate and adaptive immunity of host. M1 macrophages are induced by TLR ligands and IFN-*γ*, while M2 macrophages can be further categorized into 3 subtypes: IL-4/13-activated M2a, immune complex-activated M2b, and IL-10-deactivated M2c [76, 86, 87]. The specialized activation status of macrophages, characterized by their expression of cell surface markers, secreted cytokines and chemokines, and transcription and epigenetic pathways, exerts diverse functions in the regulation of inflammation, tissue repair, T- and B-cell proliferation, phagocytosis, and antimicrobial activity against distinct pathogens [65–67]. In our study, PAMs were cultivated for 48 h to make them more susceptible to PRRSV. We tried to find some clues about polarization from the change tendency of phenotype biomarkers; however, most of the biomarkers in all kinds of phenotypes (M1, M2a, M2b, and M2c) were downregulated at the transcriptional level, indicating the polarized direction of PAMs in response to PRRSV JXwn06 is not related to classical M1 or M2 phenotype. Similar to the previous study [14], some anti-inflammatory cytokines, like IL-10, were upregulated at 12 hpi. 

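IL10 (NM_214041.1) had a log2 fold change of 1.36 (standard error 0.17, edgeR adjusted p = 7.7e-07) at 12 hpi, after -0.70 (standard error 0.20, edgeR adjusted p = 0.0076) at 6 hpi and -0.88 (standard error 0.21, edgeR adjusted p = 0.0013) at 9 hpi. Its mean RPKM was 0.885 in the mock-infected samples and 3.77 at 12 hpi. Counts of IL10 were 134 and 90 in the mock-infected samples and 201 and 243 at 12 hpi.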

Most of the proinflammatory cytokines and chemokines were downregulated. Similar to the previous studies [18, 23], the expression levels of genes involved in antigen processing and presentation pathways were significantly downregulated. Multiple isoforms of SLA-I were significantly downregulated, implying that PRRSV has evolved to downregulate SLA-I expression not only through nsp1*α*-mediated proteasomal degradation of already expressed SLA-1 proteins [66], but also through blocking their new biosynthesis at the transcriptional level. 

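SLA-1 (XM_005665686.1) fell from 1006 ± 15.2 CPM in the mock-infected samples to 304 ± 2.05 CPM at 12 hpi (SD, n = 2). Its log2 fold change was -0.80 (standard error 0.062, edgeR adjusted p = 1.5e-09) at 6 hpi, -1.52 (standard error 0.063, edgeR adjusted p = 2.7e-14) at 9 hpi and -1.73 (standard error 0.064, edgeR adjusted p = 2.1e-15) at 12 hpi. The median over the 6 SLA-I transcripts was -0.73 at 6 hpi, -1.35 at 9 hpi and -1.52 at 12 hpi. Under total counts all 6 were negative at 12 hpi, and 1 was called, which was not SLA-1. How far reads are shared among these related genes in the counts was not tested.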

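PDIA3 (NM_001195112.1), which encodes ERp57, fell from 128 ± 2.09 CPM in the mock-infected samples to 37.3 ± 1.76 CPM at 12 hpi (SD, n = 2), with log2 fold changes of -1.17 (standard error 0.063, edgeR adjusted p = 6.6e-12) at 6 hpi and -1.78 (standard error 0.066, edgeR adjusted p = 2e-15) at 12 hpi. IFI30 (NM_001131046.1), which encodes GILT, fell from 504 ± 0.535 to 135 ± 5.71 CPM, with -1.08 (standard error 0.062, edgeR adjusted p = 1.3e-11) at 6 hpi and -1.90 (standard error 0.063, edgeR adjusted p = 4.6e-16) at 12 hpi. Both were called at 6, 9 and 12 hpi. Their log2 fold changes with total counts in place of TMM were -0.77 and -0.68 at 6 hpi, under the fold change minimum, and -1.05 and -1.17 at 12 hpi.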

Intriguingly, our study showed that two key genes involved in antigen processing and presentation [88, 89], the endoplasmic reticulum luminal glycoprotein 57 (ERp57) and interferon-*γ*-inducible lysosomal thiol reductase (GILT), were remarkably suppressed during PRRSV infection. Whether the downregulation of ERp57 and GILT at transcriptional level is alternative evasion mechanism of PRRSV requires further investigation.

PRRSV infection is shown to impair the phagosomal maturation of PAMs [90]. 

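11 transcripts of Table S6 encode phagocytosis-promoting receptors or their ligand C3 (FCGR1A, ITGAV, ITGA5, ITGB1, ITGB2, C3, TLR2, CLEC7A, MSR1, OLR1 and CD36). 6 of them were downregulated at 6 hpi, 10 at 9 hpi and 11 at 12 hpi, with median log2 fold changes of -1.05, -1.73 and -1.85. Their values at 12 hpi ran from -3.31 to -1.23. Under total counts 2 were called at 6 hpi, 6 at 9 hpi and 7 at 12 hpi, and 10, 11 and 11 were negative.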

Similar to the previous study [18], our analyses also identified that a great variety of phagocytosis-promoting receptor genes were significantly decreased, implying that PRRSV infection can impair the receptor-mediated uptake process of phagocytosis of PAMs. Moreover, the genes involved in major lysosomal membrane components and lysosomal acid hydrolases were significantly downregulated, indicating the impaired function of lysosomes and phagolysosomes in PRRSV-infected PAMs. 

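Of the 6 V-type ATPase components of Table S6 (ATP6V0C, ATP6V0D1, ATP6V0D2, ATP6V1H, ATP6AP1 and TCIRG1), 1 was downregulated at 6 hpi, 4 at 9 hpi and 4 at 12 hpi. ATP6AP1 (XM_005674059.1) fell most, from 49.8 ± 4.75 CPM in the mock-infected samples to 3.66 ± 0.0221 CPM at 12 hpi (SD, n = 2), with log2 fold changes of -2.19, -3.12 and -3.77 (standard error 0.11, edgeR adjusted p = 4.3e-17) at 6, 9 and 12 hpi. ATP6V1H (NM_214240.1) had the value nearest 0 at 12 hpi, -0.48 (standard error 0.058, edgeR adjusted p = 3e-07), and its sign depends on the scaling, with 0.24 for total counts. With total counts 1 of the components was called at 6 hpi and 2 were called at 9 and at 12 hpi.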

Several components of V-type adenylpyrophosphatase (ATPase) determining the acidic condition in phagolysosomes were also negatively regulated, further confirming the aberrant phagocytic function of PAMs following PRRSV infection.

Badaoui et al. have also investigated the dynamic interaction between PRRSV and PAMs at the transcriptome level and screened out the differentially expressed genes [18]. Different from their study in filtering condition of differentially expressed genes, our study indicated that the tumor necrosis factor (TNF) signaling pathway was one of the most significantly overrepresented pathways, especially in comparison between P_V9_ and P_M_ groups. Liang et al. also showed that the TNF signaling pathway was enriched in a highly pathogenic PRRSV-infected PAMs derived from large white piglets* in vivo* [22]. Combined with our previous study that HP-PPRSV and low pathogenic PRRSV (LP-PRRSV) infection exhibited a differential TNF-*α* expression in PAMs* in vitro* [91], it is proposed that the overrepresented TNF signaling pathway might be the feature of highly pathogenic PRRSV, which needs to be further investigated. In addition to protein-coding genes, a total of 17624 novel and 12987 annotated lncRNAs were obtained from the great amounts of uncharacterized transcripts identified in our study. Zhang et al. characterized 12867 novel lncRNAs during PRRSV infection [19], while our study predicted more novel lncRNAs. Meanwhile we predicted the annotated lncRNAs XR_297549.1 with a highly decreased level during PRRSV infection that was both cis-regulated and trans-regulated by the PTSG2 gene. COX-1 and COX-2 are considered an isoform of cyclooxygenase responsible for the production of prostanoids from arachidonic acid that is hydrolyzed from cell membrane phospholipids by phospholipase A. COX-1 is shown to be expressed constitutively to maintain housekeeping functions, and COX-2 can be induced by multiple stimuli such as bacterial endotoxins lipopolysaccharides (LPS), IL-1, TNF-*α*, and growth factors [92]. Enhanced COX-2 protein levels are associated with the augmented production of its major derivative substrate prostaglandin E_2_ (PGE_2_), leading to the regulation of viral replication and pathological processes of airway inflammation in respiratory diseases [93–95]. Although the interaction between influenza A virus and COX-2 has been extensively studied, the effects of COX-2-induced responses on influenza A virus infection remain controversial [96–100]. HP-PRRSV infection is shown to induce the production of PGE_2_ through COX-1 upregulation, but COX-2 is slightly downregulated at both mRNA and protein levels [101]. A study indicated that both COX-1 and COX-2 mRNA levels were increased upon PRRSV VR-2332 infection [18]. 

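PTGS2 (NM_214321.1), the COX-2 gene, had log2 fold changes of -1.92 (standard error 0.085, edgeR adjusted p = 3.5e-13) at 6 hpi, -2.89 (standard error 0.088, edgeR adjusted p = 3.3e-16) at 9 hpi and -2.18 (standard error 0.086, edgeR adjusted p = 5.8e-15) at 12 hpi. With each replicate left out in turn, the value at 12 hpi stayed between -2.29 and -2.09. With total counts in place of TMM it was -1.53, -2.26 and -1.45 at the 3 time points. PTGS1 (XM_001926129.4), the COX-1 gene, was also called at each time, with -1.32 (standard error 0.16, edgeR adjusted p = 7.8e-07) at 6 hpi, -2.53 (standard error 0.18, edgeR adjusted p = 2.2e-10) at 9 hpi and -1.31 (standard error 0.17, edgeR adjusted p = 5.9e-07) at 12 hpi, on a mean RPKM of 1.17 in the mock-infected samples. With total counts its values were -0.92, -1.91 and -0.59, and those at 6 and 12 hpi are under the fold change minimum.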

Our data showed that COX-2 gene in PRRSV-infected PAMs was significantly suppressed at all time points. Whether different strains of PRRSV and different multiplicity of infection are related to the gene expression differences and varying degrees of COX-2 should be further explored.

Recent studies have demonstrated that the COX-2 expression can be regulated at different levels, such as transcription, posttranscription, or posttranslation [102]. In addition to RNA-binding proteins, multiple small noncoding RNAs (microRNAs) are involved in COX-2 regulation either directly or indirectly. A newly identified lncRNA, PACER, is shown to promote COX-2 gene expression through occluding its repressor p50 [72]. Although another lncRNA, lncRNA-COX2, has been confirmed to be expressed in similar temporal patterns to its neighboring COX-2 gene in bone marrow-derived dendritic cells (BMDCs) induced by diverse TLRs agonists, it is not involved in COX-2 gene expression [28, 71]. Further studies have illustrated that lncRNA-COX2 mediates both the activation and repression of distinct classes of immune genes via different mechanisms [71, 103, 104]. Comparative analysis showed that the lncRNA XR_297549.1 in* Sus scrofa* was quite different in length, location, and base sequence. Although the predicted XR_297549.1 sequence was removed as a result of standard genome annotation processing in NCBI, our RNA-Seq and further qRT-PCR analysis validated the existence of this transcripts and the significant downregulation phenomenon in response to PRRSV infection. Therefore, further studies are warranted to elucidate the function of lncRNA XR_297549.1 and its correlation with its neighboring COX-2 gene, as well as its role in PRRSV infection.

Our analyses reveal that HP-PRRSV infection triggers dynamic gene expression profiles in PAMs at different time points, indicating the comprehensive interaction between HP-PRRSV and cellular responses. The significant downregulation of essential genes is possibly an essential mechanism for PRRSV to subvert innate and adaptive immune responses of PAMs. Of note, a newly COX-2 neighboring lncRNA XR_297549.1 was discovered to be highly expressed in PAMs and decreased remarkably during PRRSV infection, implicating its potential role in protein-coding genes expression and PRRSV infection. 

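The mean RPKM of XR_297549.1 was 58.2 in the mock-infected samples, 21.4 at 6 hpi, 14.6 at 9 hpi and 27.3 at 12 hpi. Its counts were 1734 and 1906 in the mock-infected samples. With each replicate left out in turn, its log2 fold change at 9 hpi stayed between -2.80 and -2.55.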

Our findings provide valuable information for further function explorations of mRNAs and lncRNAs with great importance for the pathogenesis of PRRSV.

## Figures and Tables

**Figure 1:**
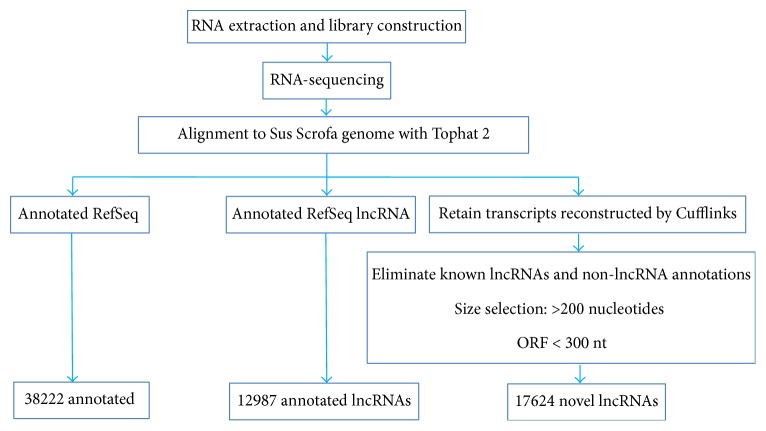
The bioinformatics pipeline for the systematic identification of mRNAs and lncRNAs in PAMs.

**Figure 2:**
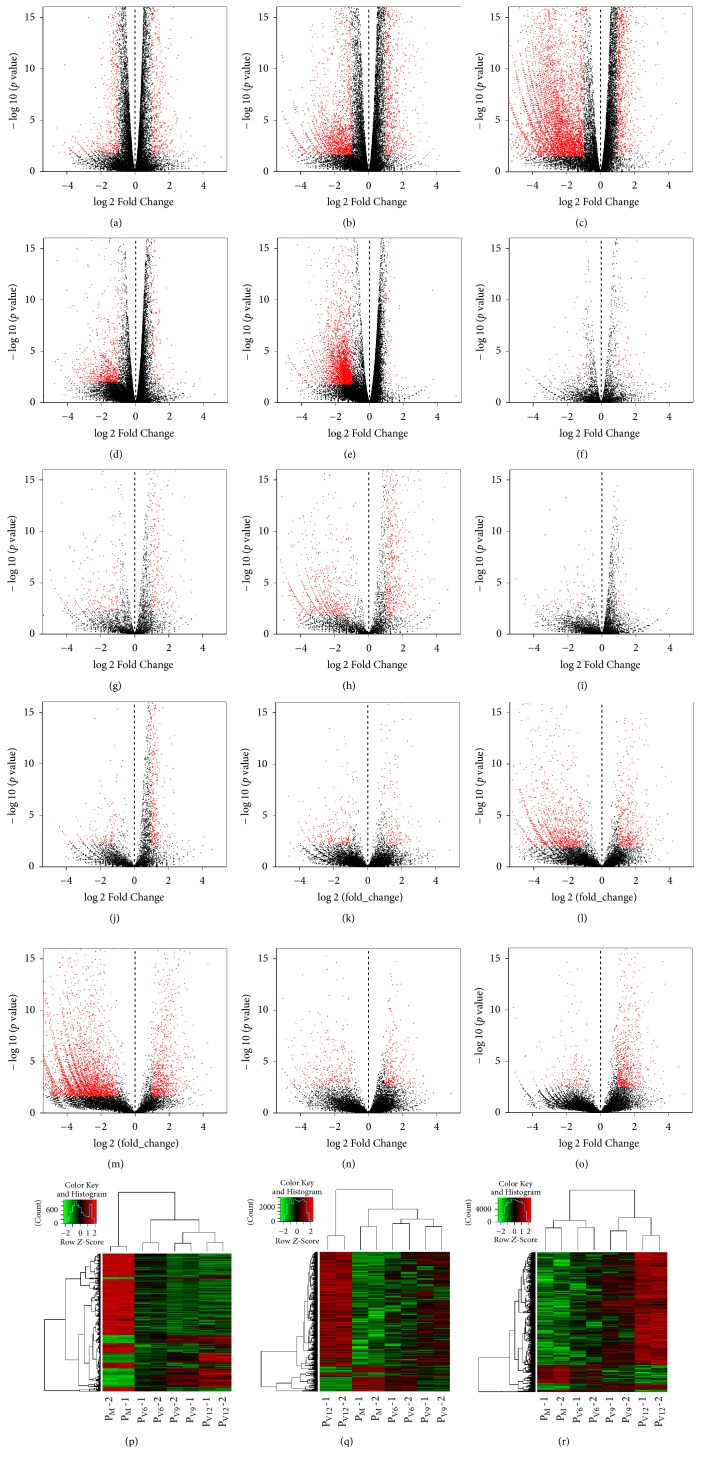
*Gene expression profiles distinguishing different groups*. Shown is the volcano plot of differentially expressed genes between each comparison group, including the mRNAs between P_V6_ and P_M_ (a), P_V9_ and P_M_ (b), P_V12_ and P_M_ (c), P_V9_ and P_V6_ (d), and P_V12_ and P_V9_ (e), the annotated lncRNAs between P_V6_ and P_M_ (f), P_V9_ and P_M_ (g), P_V12_ and P_M_ (h), P_V9_ and P_V6_ (i), and P_V12_ and P_V9_ (j), and the novel lncRNAs between P_V6_ and P_M_ (k), P_V9_ and P_M_ (l), P_V12_ and P_M_ (m), P_V9_ and P_V6_ (n), and P_V12_ and P_V9_ (o). Red dots denote the expressed genes with a greater than 2-fold expression change and FDR-corrected *p* value < 0.05. Black dots denote the genes that were expressed comparably in comparison groups. (p, q, r) Unsupervised hierarchical clustering of the expression profiles of differentially expressed mRNAs, annotated lncRNAs, and novel lncRNAs with the same change trend in PRRSV-infected groups in comparison to mock-infected groups, respectively.

**Figure 3:**
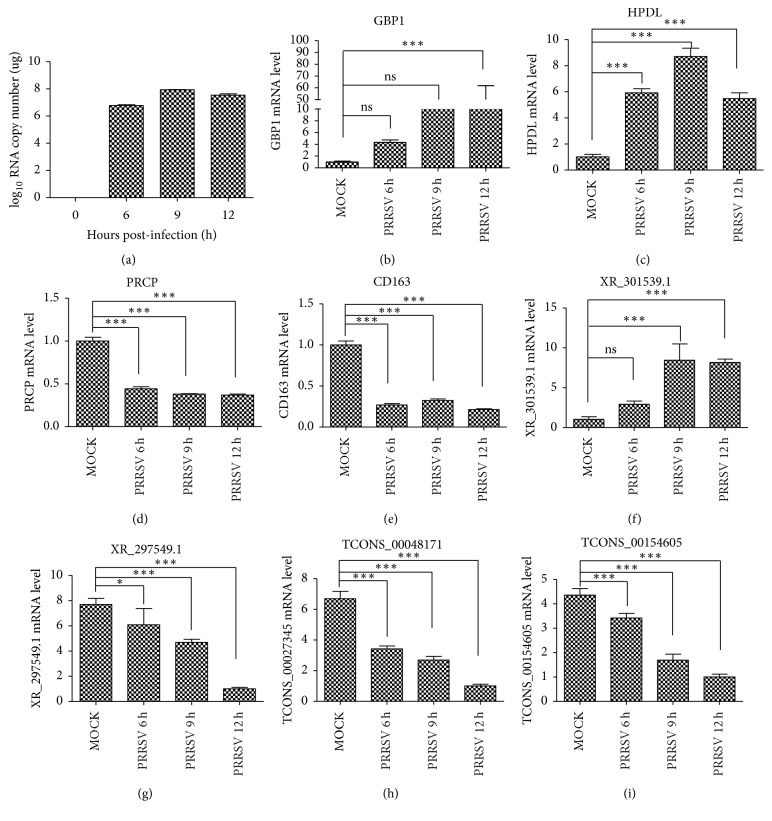
*qRT-PCR validation of PRRSV infection and differentially expressed genes in PAMs in response to PRRSV at different time points*. Shown are the mRNA level of PRRSV N gene (a), the expression patterns of multiple annotated mRNAs (b–e), the expression patterns of two annotated lncRNAs (f, g), and the expression patterns of two novel lncRNAs (h, i). qRT-PCR was performed by using the primers specific for corresponding gene. PPIA served as the reference gene. Error bars represent the standard error of three biological replicates. Asterisks indicate significant differences by Student's test (^*∗*^*p* < 0.05; ^*∗∗∗*^*p* < 0.001; ns, not significant).

**Figure 4:**
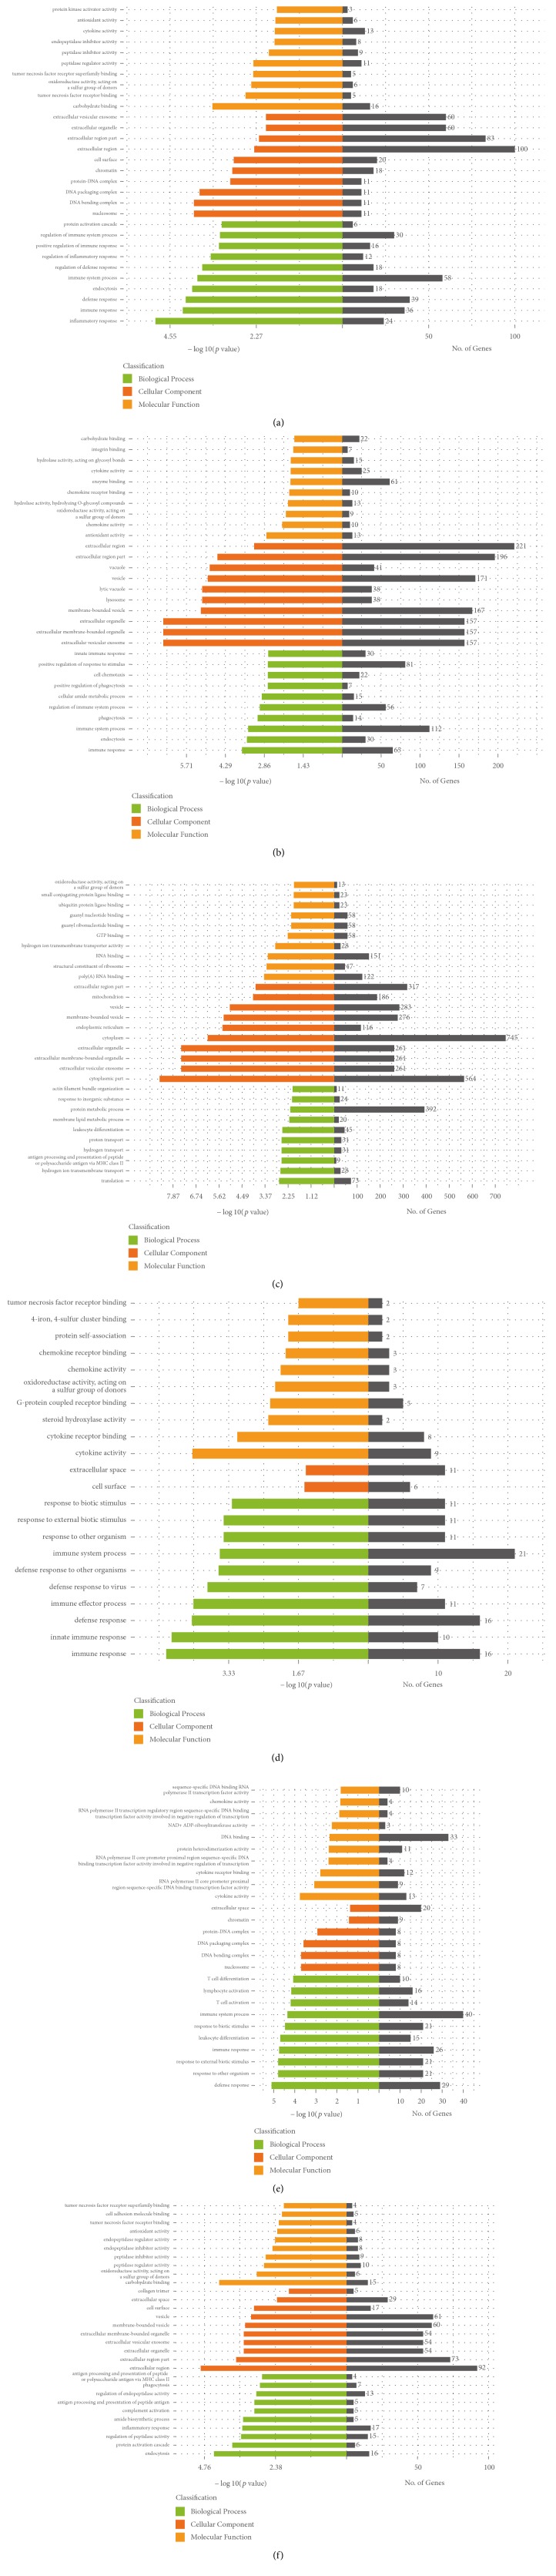
*Significant Gene Ontology (GO) annotations of differentially expressed genes*. The three main GO categories including biological process, cellular component, and molecular function were analyzed. Shown are the statistically overrepresented GO terms between P_V6_ and P_M_ group (a), P_V9_ and P_M_ group (b), P_V12_ and P_M_ group (c), P_V9_ and P_V6_ group (d), and P_V12_ and P_V9_ group (e). (f) The differentially expressed mRNAs with the same change trend in PRRSV-infected groups in comparison to mock-infected groups.

**Figure 5:**
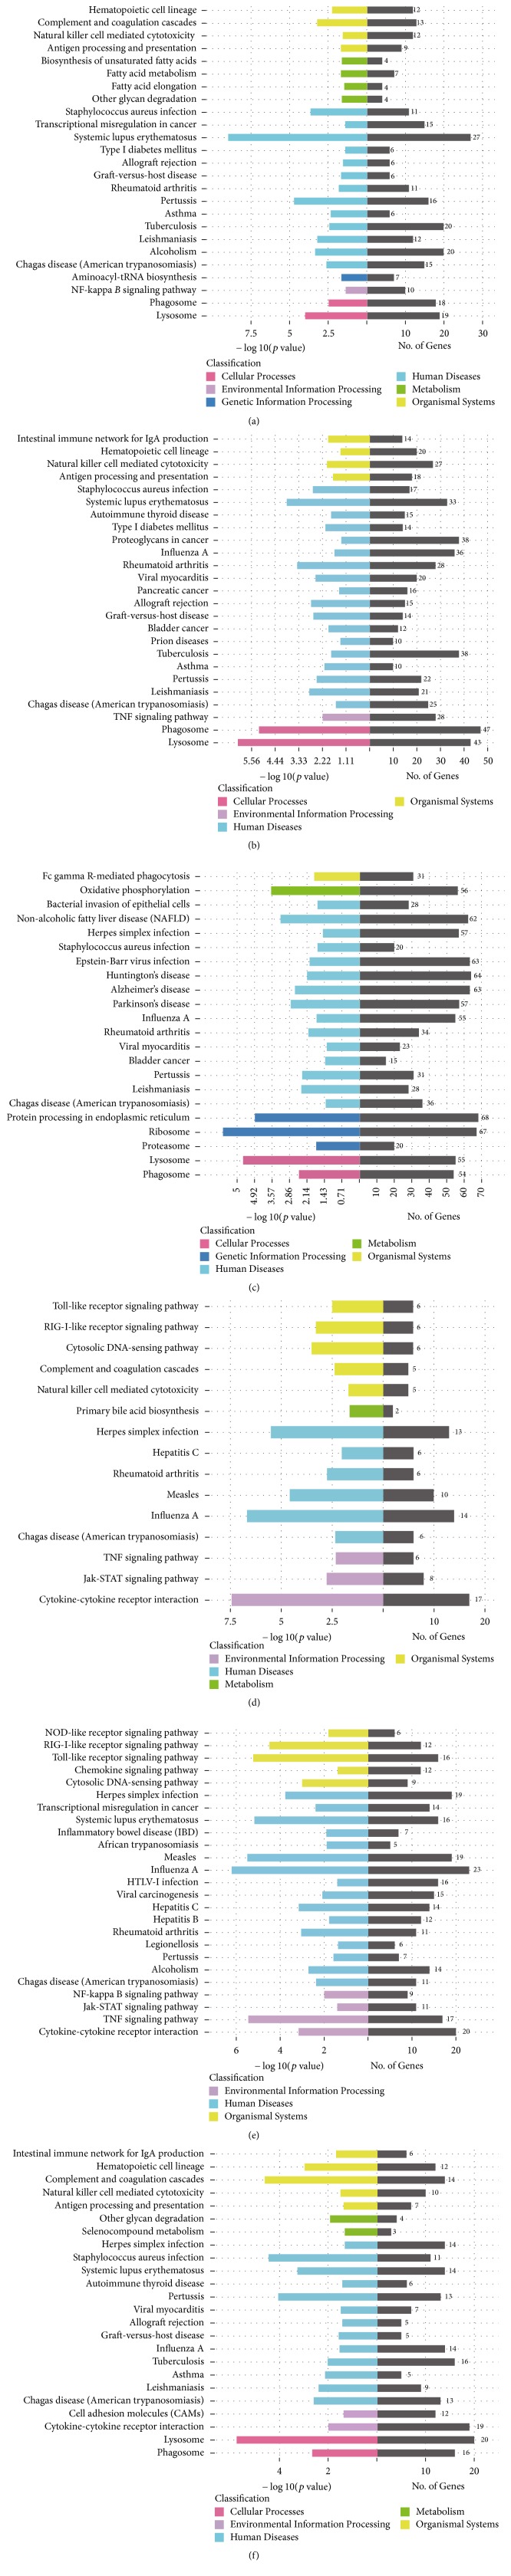
*KEGG pathway analysis of differentially expressed protein-coding genes*. Shown are the top overrepresented KEGG pathways between P_V6_ and P_M_ group (a), P_V9_ and P_M_ group (b), P_V12_ and P_M_ group (c), P_V9_ and P_V6_ group (d), and P_V12_ and P_V9_ group (e). (f) The differentially expressed mRNAs with the same change trend in PRRSV-infected groups in comparison to mock-infected groups. The pathways showing –log⁡10 (*p* value) > 1.3 are considered statistically significantly overrepresented.

**Table 1:** Primer used for qRT-PCR validation.

Transcript name	Forward primer (5′-3′)	Reverse primer (5′-3′)	Probe
PRRSV N gene	TCCCTTTAGCGACTGAAGATGAC	TGGATCGACAACAAACACAATTG	CAGGCATCCCTTTACCCCTAGTGAGCG
PPIA	TCTTCTTCGACATCGCCGTC	GCACGGAAGTTTTCTGCTGTCT	CCCTTGGGCCGCGTCTCCTTC
GBP1	ACATGCCCGAACCACAGTG	GATGGCAGACAGGAGCTTCAG	AACATCAATGGGCGACTGGTGGTGA
HPDL	CTGGTTCCACGACTGTCTAGGATTT	GGACTCTGCCAGCACTAGGGTT	ACCTGCCGCTGAGCCCAGGTGA
DPYSL2	CAAGCAAATAGGAGAAAACCTGATT	CTGGAAGCGGGTATGGACA	CAGGAGGGGTGAAGACCATCGAAGC
PRCP	AGGGGACATTATCTGGTTTTGC	GAGGGACTCGCCATAGTATCG	CGGGGTTCATGTGGGATGTAGCTGA
NAAA	ATCCTCCTCAACCTGGCCTAC	AGCATAATCCAGATTCCGGC	CGCATTCTGCACGAGTATTGTGGCT
CD163	CCATTTAAGTTCCTTCACTTTTGCT	TTTCACCACCCGTTAGCCTC	TCGCTGTTCTCAGTGCCTGCTTGGT
XR_301539.1	TTGCATCAAGACCGCTTCTCG	AGCCCCCAAATGTAAGACCAAGA	TAAGGGGAGTCGCCTCTTCCGAGCC
XR_297549.1	AAGACCTGGAGAAAGAGCATTCC	TTTAAATCTCACAGACATGCCTCAG	AGAGGGAAAACAAGTGCAATGGCCC
TCONS_00048171	ATGTCCTTAAATGGCTGCGG	AAAACTGTTCCCAGCCATCTTC	CCCGAACGAGGCAGTCTCCCTTTAT
TCONS_00154605	TTCGGGGTCTGGGACTGAGT	CCATCAGCACCGACACGG	TCCTGCTCCCCTGTCCCCACACCT

**Table 2:** The numbers of differentially expressed mRNAs and lncRNAs of PRRSV-infected PAMs in comparison to mock-infected PAMs.

Comparison group	mRNAs		Annotated lncRNAs		Novel lncRNAs	
	Up	Down	Up	Down	Up	Down
P_V6_ versus P_M_	456	764	118	123	259	180
P_V9_ versus P_M_	2089	1814	632	342	2048	560
P_V12_ versus P_M_	7106	3224	3033	501	6570	992
P_V_ versus P_M_	237	631	67	65	148	93
P_V9_ versus P_V6_	1117	192	84	36	162	113
P_V12_ versus P_V9_	4679	98	190	466	133	283

**Table 3:** Expression dynamics and function prediction of several annotated lncRNAs during PRRSV infection.

Transcript	Gene	P_V6_ versus P_M_			P_V9_ versus P_M_			P_V12_ versus P_M_			Cis-regulated gene	Trans-regulated gene
		Log_2_ (fold change)	Reg	FDR-*p* value	Log_2_ (fold change)	Reg	FDR-*p* value	Log_2_ (fold change)	Reg	FDR-*p* value		
XR_301539.1	LOC102158335	−2.24897	Up	1.27*E* − 86	−2.29946	Up	1.01*E* − 23	−1.37581	Up	1.24*E* − 26	LOC100516661	None
XR_301635.1	LOC102165492	−1.09138	Up	4.17*E* − 15	−1.06908	Up	5.03*E* − 19	−1.04928	Up	1.87*E* − 35	None	None
XR_297549.1	LOC102166377	1.86752	Down	6.75*E* − 55	2.77498	Down	2.12*E* − 11	2.46626	Down	1.72*E* − 78	PTGS2	PTGS2
XR_304346.1	LOC100622791	1.08218	Down	5.51*E* − 23	2.05492	Down	1.60*E* − 11	2.80967	Down	3.93*E* − 13	None	None
XR_299147.1	LOC100624137	1.31202	Down	1.25*E* − 38	2.17241	Down	4.97*E* − 98	2.74384	Down	1.77*E* − 12	None	TMEM254

## Data Availability

The RNA-sequencing data generated in this study have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database with Accession no. GSE89331.

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 1 — Table S1: the data yields and mapping conditions of each sample in RNA-Seq.

| **Sample name** | **PM-1** | **PM-2** | **PV6-1** | **PV6-2** | **PV9-1** | **PV9-2** | **PV12-1** | **PV12-2** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Raw reads | 164,198,830 | 173,044,766 | 131,143,618 | 143,604,792 | 130,256,186 | 129,086,540 | 143,391,752 | 141,879,646 |
| Clean reads* | 147,576,896  (89.88%) | 158,487,162  (91.59%) | 114,617,308  (87.40%) | 124,340,634  (86.59%) | 114,747,254  (88.09%) | 115,519,946  (89.49%) | 128,348,472  (89.51%) | 127,388,996  (89.79%) |
| Total bases | 16,419,883,000 | 17,304,476,600 | 13,114,361,800 | 14,360,479,200 | 13,025,618,600 | 12,908,654,000 | 14,339,175,200 | 14,187,964,600 |
| Clean bases * | 14,522,123,672  (88.44%) | 15,607,726,460  (90.19%) | 11,290,486,235  (86.09%) | 12,267,308,877  (85.42%) | 11,298,495,985  (86.74%) | 11,355,566,393  (87.97%) | 12,666,586,386  (88.34%) | 12,584,324,626  (88.70%) |
| Total mapped* | 125,998,163  (85.66%) | 129,916,358  (83.98) | 97,567,546  (85.28%) | 103,572,304  (83.39%) | 84,198,335  (73.68%) | 83,420,257  (72.32%) | 79,278,137  (61.81%) | 78,497,561  (61.71%) |
|  |  |  |  |  |  |  |  |  |
| Multiple mapped* | 29,157,385  (19.82%) | 28,379,139  (18.34%) | 22,245,255  (19.44%) | 23,448,545  (18.88%) | 20,418,073  (17.87%) | 19,970,536  (17.31%) | 19,766,535  (15.41%) | 19,707,967  (15.49%) |
|  |  |  |  |  |  |  |  |  |
| Uniquely mapped* | 96,840,778  (65.84%) | 101,537,219  (65.63%) | 75,322,291  (65.84%) | 80,123,759  (64.51%) | 63,780,262  (55.81%) | 63,449,721  (55.01%) | 59,511,602  (46.40%) | 58,789,594  (46.21%) |
|  |  |  |  |  |  |  |  |  |
| Reads map to ‘+’ strand* | 62,654,372  (42.60%) | 64,607,779  (41.76%) | 48,433,515  (42.34%) | 51,327,213  (41.32%) | 41,719,705  (36.51%) | 41,398,764  (35.89%) | 39,327,731  (30.66%) | 38,925,898  (30.60%) |
|  |  |  |  |  |  |  |  |  |
| Reads map to ‘-’ strand* | 63,343,79  (43.06%) | 65,308,578  (42.21%) | 49,134,031  (42.95%) | 52,245,091  (42.06%) | 42,478,630  (37.17%) | 42,021,493  (36.43%) | 39,950,406  (31.15%) | 39,571,663  (31.11%) |
|  |  |  |  |  |  |  |  |  |
| Reads mapped in proper pairs | 60,569,824  (41.18%) | 62,107,762  (40.14%) | 46,488,167  (40.63%) | 48,910,721  (39.38%) | 39,898,665  (34.91%) | 39,873,477  (34.57%) | 37,798,769  (29.47%) | 37,383,867  (29.39%) |

Table S1. The data yields and mapping conditions of each sample in RNA-seq

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 2 — Table S2: characteristics of the significantly altered genes involved in viral recognition and cellular responses during PRRSV infection.

| **Gene** | **Abbr** | **NCBI** | **PV6 vs PM** | | |  | **PV9 vs PM** | | |  | **PV12 vs PM** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |
| Mitogen-activated protein kinase 14 | MAPK14 | XM_001929490.4 | -1.49316 | UP | 8.34E-16 |  | -1.78808 | UP | 5.95E-97 |  | -1.11502 | UP | 5.16E-44 |
| Toll-like receptor 1 | TLR1 | NM_001031775.1 | -1.17492 | UP | 3.65E-25 |  | -1.08945 | UP | 2.73E-12 |  | -0.04532 | UP | 0.498156 |
| Toll-like receptor 6 | TLR6 | NM_213760.1 | -1.22186 | UP | 1.90E-42 |  | -1.07943 | UP | 9.43E-11 |  | 0.059208 | UP | 1.87E-16 |
| Toll-like receptor 8 | TLR8 | NM_214187.1 | 1.623996 | DOWN | 1.37E-30 |  | 1.18336 | DOWN | 5.00E-13 |  | 1.375436 | DOWN | 5.01E-14 |
| Mitogen-activated protein kinase 1 | MAPK1 | NM_001198922.1 | 0.994929 | DOWN | 2.91E-45 |  | 1.487856 | DOWN | 3.61E-102 |  | 2.011951 | DOWN | 2.83E-123 |
| [Phosphoinositide-3-kinase regulatory subunit 5](http://www.ncbi.nlm.nih.gov/gene/23533) | PIK3R5 | NM_213851.1 | 0.620845 | DOWN | 1.90E-17 |  | 1.129013 | DOWN | 1.94E-24 |  | 1.370228 | DOWN | 1.43E-51 |
| [Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta](http://www.ncbi.nlm.nih.gov/gene/5291) | PIK3CB | XM_005669881.1 | 0.744355 | DOWN | 7.38E-22 |  | 1.271259 | DOWN | 3.90E-57 |  | 1.784115 | DOWN | 7.31E-76 |
| [Phosphoinositide-3-kinase regulatory subunit 3](http://www.ncbi.nlm.nih.gov/gene/8503) | PIK3R3 | XM_003128036.4 | 1.222179 | DOWN | 2.06E-05 |  | 1.158293 | DOWN | 1.01E-05 |  | 1.2319 | DOWN | 5.08E-08 |
| [Stathmin 1](http://www.ncbi.nlm.nih.gov/gene/3925) | STMN1 | NM_001009582.1 | 1.674198 | DOWN | 2.50E-59 |  | 2.488688 | DOWN | 2.34E-89 |  | 2.981777 | DOWN | 2.65E-92 |
| Ras-related C3 botulinum toxin substrate 2 (rho family, small GTP binding protein Rac2 | RAC2 | XM_003355342.2 | 1.173105 | DOWN | 4.07E-20 |  | 1.196306 | DOWN | 5.60E-15 |  | 1.561408 | DOWN | 1.32E-22 |
| [Dual specificity phosphatase 4](http://www.ncbi.nlm.nih.gov/gene/1846) | DUSP4 | XM_003133392.2 | 1.919266 | DOWN | 1.61E-59 |  | 2.953729 | DOWN | 4.55E-117 |  | 3.277193 | DOWN | 1.14E-99 |
| Dual specificity phosphatase 6 | DUSP6 | NM_001267842.1 | 0.681532 | DOWN | 6.35E-23 |  | 0.981783 | DOWN | 4.37E-52 |  | 1.924404 | DOWN | 5.23E-126 |

Table S2. Characteristics of the significantly altered genes involved in viral recognition and cellular responses during HP-PRRSV infection

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 3 — Table S3: expression dynamics of known antiviral genes during PRRSV infection.

Table S3. Expression dynamics of known antiviral genes during PRRSV infection

| **Gene** | **Abbr** | **NCBI** | **PV6 vs PM** | | |  | **PV9 vs PM** | | |  | **PV12 vs PM** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Log2(Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2(Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2(Fold change)** | **Reg** | **FDR-*p* value** |
| Interferon-induced proteins with tetratricopeptide repeat 1 | IFIT1 | NM_001244363.1 | NS* | NS | NS |  | -3.82492 | UP | 4.45E-59 |  | -6.87031 | UP | 1.44E-15 |
| Interferon-induced proteins with tetratricopeptide repeat 2 | IFIT2 | XM_001928671.3 | NS | NS | NS |  | -3.32613 | UP | 9.86E-96 |  | -4.87492 | UP | 9.27E-19 |
| Interferon-induced proteins with tetratricopeptide repeat 3 | IFIT3 | NM_001204395.1 | NS | NS | NS |  | -2.64287 | UP | 1.69E-29 |  | -4.46313 | UP | 1.26E-11 |
| Interferon-induced proteins with tetratricopeptide repeat 5 | IFIT5 | XM_001925952.3 | NS | NS | NS |  | -1.82888 | UP | 3.70E-85 |  | -3.50456 | UP | 1.53E-65 |
| Interferon-induced transmembrane protein 1 | IFITM1 | XM_003124230.2 | 1.276652 | DOWN | 1.08E-30 |  | NS | NS | NS |  | NS | NS | NS |
| Interferon-induced transmembrane protein 2 | IFITM2 | NM_001246214.1 | NS | NS | NS |  | NS | NS | NS |  | -1.00701 | DOWN | 9.81E-07 |
| Interferon-induced transmembrane protein 3 | IFITM3 | NM_001201382.1 | NS | NS | NS |  | NS | NS | NS |  | -1.61477 | DOWN | 1.28E-09 |
| Tripartite motif protein 14 | TRIM14 | XM_003122031.2 | NS | NS | NS |  | NS | NS | NS |  | -1.14818 | UP | 9.39E-17 |
| Tripartite motif protein 21 | TRIM21 | NM_001163649.2 | NS | NS | NS |  | -1.02421 | UP | 4.87E-20 |  | -2.48135 | UP | 2.77E-56 |
| Myxovirus resistance 1 | MX1 | NM_214061.1 | NS | NS | NS |  | -1.14952 | UP | 3.86E-10 |  | -2.26495 | UP | 2.58E-19 |
| Interferon stimulated gene 15 | ISG15 | NM_001128469.1 | NS | NS | NS |  | NS | NS | NS |  | -1.06851 | UP | 1.30E-44 |
| Interferon stimulated gene 20 | ISG20 | XM_005660030.1 | NS | NS | NS |  | -1.95721 | UP | 1.16E-13 |  | -4.73801 | UP | 1.23E-21 |
| Cholesterol-25-hydroxylase | CH25H | XM_001928620.3 | NS | NS | NS |  | -1.69107 | UP | 5.11E-19 |  | -2.61216 | UP | 8.59E-42 |
| Double-stranded RNA-activated protein kinase | PKR | NM_214319.1 | NS | NS | NS |  | NS | NS | NS |  | -1.75598 | UP | 2.25E-78 |
| Tetherin | BST2 | NM_001161755.1 | NS | NS | NS |  | NS | NS | NS |  | -2.26334 | UP | 1.74E-33 |
| Guanylate binding protein 1 | GBP1 | NM_001128473.1 | -2.019603 | UP | 1.34E-12 |  | -3.09643 | UP | 2.22E-12 |  | -4.40673 | UP | 3.54E-53 |

*NS means no significant

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 4 — Table S4: expression dynamics of potential biomarkers for different macrophage phenotypes during PRRSV infection.

*NS means no significant

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 5 — Table S5: characteristics of the significantly altered genes involved in antigen processing and presentation during PRRSV infection.

Table S5. Characteristics of the significantly altered genes involved in antigen processing and presentation during PRRSV infection

| **Gene** | **Abbr** | **NCBI** | **PV6 vs PM** | | |  | **PV9 vs PM** | | |  | **PV12 vs PM** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Log2(Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2(Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2(Fold change)** | **Reg** | **FDR-*p* value** |
| Swine leukocyte antigen class 1 | SLA-1 | XM_005665686.1 | 0.805663 | DOWN | 4.03E-23 |  | 1.587303 | DOWN | 8.34E-113 |  | 1.840725 | DOWN | 4.45E-95 |
| Swine leukocyte antigen class 3 | SLA-3 | NM_001097427.1 | 0.928237 | DOWN | 3.50E-34 |  | 1.54011 | DOWN | 9.08E-122 |  | 1.724637 | DOWN | 6.34E-98 |
| Swine leukocyte antigen class 5 | SLA-5 | XM_005665688.1 | 0.580881 | DOWN | 0.394067 |  | 1.782919 | DOWN | 1.17E-33 |  | 2.044585 | DOWN | 9.91E-43 |
| Swine leukocyte antigen class 6 | SLA-6 | NM_001113704.1 | 0.791378 | DOWN | 3.32E-11 |  | 1.285027 | DOWN | 2.01E-24 |  | 1.541759 | DOWN | 7.06E-26 |
| Swine leukocyte antigen class 7 | SLA-7 | NM_213768.1 | 0.553631 | DOWN | 1.69E-12 |  | 1.210405 | DOWN | 4.64E-57 |  | 1.09251 | DOWN | 7.11E-33 |
| Swine leukocyte antigen class 8 | SLA-8 | NM_001113703.1 | 0.679597 | DOWN | 4.87E-10 |  | 0.983626 | DOWN | 8.92E-52 |  | 1.253155 | DOWN | 2.14E-21 |
| [beta-2-microglobulin](http://www.ncbi.nlm.nih.gov/gene/567) | B2m | NM_213978.1 | 0.713002 | DOWN | 0.6177 |  | 7.422076 | DOWN | 0.08550 |  | 7.974955 | DOWN | 1.91E-06 |
| Swine leukocyte antigen class II DM alpha domain | SLA-DMA | NM_001004039.1 | 0.747339 | DOWN | 2.25E-09 |  | 1.466346 | DOWN | 5.13E-19 |  | 1.622102 | DOWN | 3.89E-26 |
| Swine leukocyte antigen class II DM beta domain | SLA-DMB | NM_001113707.1 | 0.774199 | DOWN | 6.28E-28 |  | 0.843695 | DOWN | 2.83E-26 |  | 1.099572 | DOWN | 7.14E-14 |
| Swine leukocyte antigen class II DO alpha domain | SLA-DOA | NM_001185143.1 | 1.020092 | DOWN | 2.52E-22 |  | 1.196612 | DOWN | 2.08E-26 |  | 1.761196 | DOWN | 7.26E-41 |
| Swine leukocyte antigen class II DQ alpha1 domain | SLA-DQA1 | NM_001114062.2 | 1.26615 | DOWN | 1.84E-41 |  | 2.04245 | DOWN | 4.35E-187 |  | 2.589341 | DOWN | 2.74E-182 |
| Swine leukocyte antigen class II DQ beta1 domain | SLA-DQB1 | NM_001113694.1 | 1.45541 | DOWN | 5.42E-65 |  | 2.214697 | DOWN | 3.18E-183 |  | 2.686883 | DOWN | 1.79E-172 |
| Swine leukocyte antigen class II DR alpha domain | SLA-DRA | NM_001113706.1 | 0.898941 | DOWN | 1.71E-28 |  | 1.413745 | DOWN | 4.20E-84 |  | 1.67556 | DOWN | 2.54E-73 |
| Swine leukocyte antigen class II DR beta1 domain | SLA-DRB1 | NM_001113695.1 | 1.688021 | DOWN | 1.23E-54 |  | 2.573746 | DOWN | 9.56E-226 |  | 3.296377 | DOWN | 1.04E-219 |
| Protein disulfide-isomerase A3 | PDIA3 | NM_001195112.1 | 1.179282 | DOWN | 1.01E-68 |  | 1.689473 | DOWN | 2.35E-131 |  | 1.896912 | DOWN | 6.72E-113 |
| Gamma-interferon-inducible lysosomal thiol reductase | IFI30 | NM_001131046.1 | 1.087401 | DOWN | 1.08E-30 |  | 1.707387 | DOWN | 2.07E-151 |  | 2.01475 | DOWN | 2.01E-136 |

# Supplementary material for: Transcriptome Analysis Reveals Dynamic Gene Expression Profiles in Porcine Alveolar Macrophages in Response to the Chinese Highly Pathogenic Porcine Reproductive and Respiratory Syndrome Virus
**Source:** Biomed Res Int. 2018 Apr 29;2018:1538127. doi: 10.1155/2018/1538127
**Supplement:** Supplementary 6 — Table S6: characteristics of the significantly altered genes involved in phagocytosis during PRRSV infection.

Table S6. Characteristics of the significantly altered genes involved in phagocytosis during PRRSV infection

| **Gene** | **Abbr** | **NCBI** | **PV6 vs PM** | | |  | **PV9 vs PM** | | |  | **PV12 vs PM** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |  | **Log2 (Fold change)** | **Reg** | **FDR-*p* value** |
| Beta-actin | ACTB | XM_003124280.3 | 1.219072 | DOWN | 3.38E-50 |  | 1.619772 | DOWN | 1.17E-100 |  | 1.850363 | DOWN | 6.65E-81 |
| Ras-related protein Rab-5A | RAB5A | NM_001123180.1 | 0.68459 | DOWN | 1.84E-05 |  | 1.036949 | DOWN | 8.78E-30 |  | 1.245603 | DOWN | 8.64E-31 |
| Ras-related protein Rab-5C | RAB5C | NM_001244254.1 | 0.773211 | DOWN | 5.88E-23 |  | 0.973844 | DOWN | 1.39E-47 |  | 1.124026 | DOWN | 9.73E-42 |
| Calreticulin | CALR | NM_001174133.1 | 0.75547 | DOWN | 1.09E-18 |  | 1.207666 | DOWN | 7.35E-72 |  | 1.507135 | DOWN | 1.69E-70 |
| Lysosomal-associated membrane protein 1 | LAMP1 | XM_005668552.1 | 1.199675 | DOWN | 4.44E-73 |  | 1.34387 | DOWN | 1.12E-53 |  | 1.440899 | DOWN | 4.89E-71 |
| mannose 6-phosphate receptor | M6PR | XM_001927611.3 | 0.875789 | DOWN | 7.63E-26 |  | 1.429415 | DOWN | 4.72E-103 |  | 1.756826 | DOWN | 3.34E-99 |
| High affinity immunoglobulin gamma Fc receptor I | FCGR1A | XM_005663509.1 | 2.178906 | DOWN | 2.92E-159 |  | 2.617336 | DOWN | 0.459358 |  | 2.445959 | DOWN | 0.018894 |
| Integrin alpha-V | ITGAV | NM_001083932.1 | 0.814747 | DOWN | 2.45E-15 |  | 1.283953 | DOWN | 6.61E-38 |  | 1.698097 | DOWN | 1.43E-47 |
| Integrin alpha-5 | ITGA5 | XM_001925252.5 | 1.062098 | DOWN | 9.68E-52 |  | 1.852253 | DOWN | 1.19E-136 |  | 1.961875 | DOWN | 7.37EE-108 |
| Integrin beta-1 | ITGB1 | XM_005668173.1 | 0.69327 | DOWN | 1.26E-16 |  | 1.100972 | DOWN | 1.22E-66 |  | 1.542946 | DOWN | 1.13E-84 |
| Integrin beta-2 | ITGB2 | NM_213908.1 | 0.916398 | DOWN | 7.50E-28 |  | 1.230469 | DOWN | 3.35E-73 |  | 1.540778 | DOWN | 2.22E-74 |
| Complement component 3 | C3 | NM_214009.1 | 1.200774 | DOWN | 1.15E-64 |  | 2.571448 | DOWN | 4.43E-270 |  | 3.418625 | DOWN | 7.97E-16 |
| Toll-like receptor 2 | TLR2 | XM_005653576.1 | 0.332513 | DOWN | 0.319757 |  | 0.806821 | DOWN | 2.39E-35 |  | 1.33952 | DOWN | 1.37E-63 |
| C-type lectin domain family 7 member A | CLEC7A | NM_001145866.1 | 1.207294 | DOWN | 4.30E-70 |  | 1.789909 | DOWN | 7.96E-46 |  | 2.058774 | DOWN | 2.95E-116 |
| Macrophage scavenger receptor 1 | MSR1 | NM_001243874.1 | 1.229767 | DOWN | 1.13E-36 |  | 2.337684 | DOWN | 1.92E-204 |  | 3.008968 | DOWN | 3.99E-224 |
| Oxidized low-density lipoprotein receptor 1 | OLR1 | NM_213805.1 | 1.738701 | DOWN | 5.87E-35 |  | 2.526853 | DOWN | 1.34E-48 |  | 2.336018 | DOWN | 4.87E-41 |
| [cluster of differentiation](https://en.wikipedia.org/wiki/Cluster_of_differentiation) 36 | CD36 | XM_005667691.1 | 0.786453 | DOWN | 3.11E-24 |  | 1.356948 | DOWN | 7.87E-95 |  | 1.874676 | DOWN | 1.67E-113 |
| Cathepsin A | CTSA | NM_001243629.1 | 1.052578 | DOWN | 2.16E-58 |  | 1.735067 | DOWN | 5.21E-160 |  | 2.240502 | DOWN | 1.79E-173 |
| Cathepsin B | CTSB | XM_005657265.1 | 0.540536 | DOWN | 0.000367 |  | 1.325641 | DOWN | 9.09E-36 |  | 1.847843 | DOWN | 6.81E-43 |
| Cathepsin D | CTSD | NM_001037721.1 | 1.745688 | DOWN | 2.44E-139 |  | 2.630361 | DOWN | 6.06E-32 |  | 3.09098 | DOWN | 1.60E-288 |
| Cathepsin H | CTSH | NM_213929.2 | 0.439701 | DOWN | 1.29E-06 |  | 0.653184 | DOWN | 6.94E-21 |  | 0.773234 | DOWN | 2.19E-17 |
| Cathepsin Z | CTSZ | NM_001123104.1 | 1.553466 | DOWN | 7.35E-102 |  | 1.6832 | DOWN | 9.34E-114 |  | 2.034883 | DOWN | 1.16E-113 |
| Lysosomal alpha-glucosidase | GAA | XM_003482942.2 | 1.088505 | DOWN | 1.38E-56 |  | 1.468295 | DOWN | 3.26E-96 |  | 1.682776 | DOWN | 5.77E-86 |
| Hexosaminidase A | HEXA | NM_001123221.1 | 1.40806 | DOWN | 8.54E-82 |  | 1.943608 | DOWN | 1.46E-194 |  | 2.088804 | DOWN | 5.08E-151 |
| Hexosaminidase B | HEXB | NM_213921.1 | 1.159189 | DOWN | 4.14E-58 |  | 1.91396 | DOWN | 1.05E-172 |  | 2.321491 | DOWN | 8.29E-170 |
| Beta-mannosidase 1 | MAN2B1 | XM_003123314.2 | 1.884341 | DOWN | 4.07E-174 |  | 2.897439 | DOWN | 8.67E-16 |  | 3.445515 | DOWN | 3.19E-33 |
| Arylsulfatase B | ARSB | XM_005661511.1 | 0.635344 | DOWN | 8.01E-06 |  | 1.33883 | DOWN | 1.32E-30 |  | 1.792235 | DOWN | 1.50E-34 |
| Arylsulfatase G | ARSG | XM_003131263.2ARSG | 0.728182 | DOWN | 2.44E-10 |  | 1.428401 | DOWN | 3.59E-26 |  | 1.224186 | DOWN | 4.57E-17 |
| Lysosomal lipase | LIPA | XM_005671253.1 | 1.670627 | DOWN | 5.56E-129 |  | 2.173336 | DOWN | 2.05E-200 |  | 2.446991 | DOWN | 2.07E-84 |
| Deoxyribonuclease II | Dnase2 | NM_214196.1 | 1.263215 | DOWN | 1.94E-79 |  | 1.920129 | DOWN | 2.28E-167 |  | 2.27006 | DOWN | 1.63E-158 |
| N(4)-(beta-N-acetylglucosaminyl)-L-asparaginas | AGA | XM_001927332.5 | 1.257947 | DOWN | 9.49E-37 |  | 1.778463 | DOWN | 1.10E-58 |  | 2.194907 | DOWN | 3.49E-66 |
| GM2 ganglioside activator | GM2A | XM_003134142.4 | 1.191551 | DOWN | 1.53E-55 |  | 1.592927 | DOWN | 1.10E-114 |  | 1.665241 | DOWN | 1.46E-86 |
| Palmitoyl-protein thioesterase 1 | PPT1 | XM_003356329.2 | 1.865026 | DOWN | 4.24E-113 |  | 2.354061 | DOWN | 8.98E-155 |  | 2.805751 | DOWN | 7.44E-155 |
| Lysosomal-associated transmembrane protein 4A | LAPTM4A | XM_005662724.1 | 0.575594 | DOWN | 2.77E-13 |  | 1.010666 | DOWN | 6.04E-56 |  | 0.806601 | DOWN | 8.79E-23 |
| Lysosomal-associated transmembrane protein 4B | LAPTM4B | XM_005655356.1 | 1.026646 | DOWN | 5.99E-12 |  | 1.590789 | DOWN | 3.99E-22 |  | 1.903252 | DOWN | 7.22E-25 |
| Lysosomal-associated transmembrane protein 5 | LAPTM5 | XM_003356262.3 | 1.015671 | DOWN | 9.17E-48 |  | 1.625885 | DOWN | 1.17E-130 |  | 2.08837 | DOWN | 1.79E-137 |
| ATP-binding cassette sub-family B member 9 | ABCB9 | XM_005670603.1 | 1.456297 | DOWN | 1.01E-17 |  | 1.561728 | DOWN | 3.27E-18 |  | 1.667749 | DOWN | 2.87E-17 |
| Sortilin 1 | SORT1 | XM_005663614.1 | 1.483104 | DOWN | 9.87E-52 |  | 2.326622 | DOWN | 2.50E-96 |  | 2.519091 | DOWN | 1.76E-87 |
| V-type proton ATPase 16 kDa proteolipid subunit | ATP6V0C | XM_003124744.2 | 0.655333 | DOWN | 1.23E-08 |  | 1.073018 | DOWN | 1.53E-14 |  | 1.231519 | DOWN | 1.71E-15 |
| V-type proton ATPase subunit d 2 | ATP6V0D2 | XM_003125581.2 | 0.990131 | DOWN | 1.60E-08 |  | 1.714117 | DOWN | 2.33E-21 |  | 2.137464 | DOWN | 1.60E-25 |
| V-type proton ATPase subunit d 1 | ATP6V0D1 | XM_003126946.2 | 0.937789 | DOWN | 9.47E-33 |  | 1.394784 | DOWN | 3.90E-105 |  | 1.605755 | DOWN | 1.20E-90 |
| V-type proton ATPase subunit S1 | ATP6AP1 | XM_005674059.1 | 2.194453 | DOWN | 1.28E-36 |  | -0.79756 | DOWN | 2.18E-62 |  | 3.878689 | DOWN | 2.76E-89 |
| V-type proton ATPase subunit H | ATP6V1H | NM_214240.1 | 0.414557 | DOWN | 3.03E-07 |  | 0.571055 | DOWN | 2.61E-17 |  | 0.59978 | DOWN | 7.11E-12 |
| V-type proton ATPase 116 kDa subunit a isoform 3 | TCIRG1 | XM_005660613.1 | 0.720626 | DOWN | 1.11E-19 |  | 0.865818 | DOWN | 7.96E-42 |  | 0.859515 | DOWN | 9.57E-26 |

How the deposited data were processed for this re-analysis (not part of the article)

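RNA-Seq values were analysed for 12 samples of porcine alveolar macrophages cultured for 48 h. Of these, 8 belong to the paper's experiment, 2 mock-infected samples and 2 samples each at 6, 9 and 12 h after inoculation with PRRSV JXwn06 at an MOI of 10, and 4 were treated with recombinant porcine IFN-α for 6 h or 12 h, 2 samples each. Every file holds 1 sample, and the replicate numbers 1 and 2 were taken from the labels.

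The authors removed ribosomal RNA, sequenced the libraries on the Illumina platform, trimmed and filtered the reads, aligned them to the pig genome with TopHat2 and counted them on annotated transcripts, and deposited the raw counts per transcript. The RPKM values were computed by the authors from the same counts with the transcript length, and the deposited RPKM use the summed transcript counts of a sample as the library size, which was checked on the values. The counts were checked to be whole numbers. Whether a read was counted on more than 1 isoform of a gene is not stated and was not tested. The lncRNAs outside the annotation, the qRT-PCR values, the GO and KEGG enrichment, the RNAplex prediction and gene distances were not analysed here. Results for the lysosomal acid hydrolases and for the MAPK pathway genes as groups are not reported here.

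Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default low-count filter by group, the quasi-likelihood model with the 8 samples in 1 fit, and Benjamini-Hochberg adjustment over all 36667 transcripts tested. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Each adjusted p in the text is from edgeR, standard errors are the absolute log2 fold change divided by the square root of the F statistic, and spreads are the SD of 2 samples. The comparisons were 6, 9 and 12 hpi against mock, 9 against 6 hpi and 12 against 9 hpi. The IFN-α samples were compared with the mock-infected samples in a fit of these 6 samples, and 12 hpi with 12 h of IFN-α in a fit of all 12. For genes past the RPKM minimum, a mean RPKM of at least 1 in 1 of the compared groups was also required and each gene was counted once. Members of Tables S2 to S6 and Table 3 were matched by accession.

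Named in the text are the transcripts the paper names in its results or discussion and in Table 3. Left out are LOC100516661, the cis-regulated gene of XR_301539.1 in Table 3, and the lncRNAs outside the annotation. Also named are the members of each of Tables S2 to S6 with the largest and the smallest log2 fold change at 12 hpi, and 6 mRNAs. These 6 are the 3 largest increases and the 3 largest decreases among mRNAs called at 12 hpi with a mean RPKM of at least 1 in either group, changed the same way in each infected sample against both mock-infected samples, with 1 transcript per gene.

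Before use, edgeR was tried on simulated data with transcripts of known change at 12 hpi, and it called more than 90% of them. That share cannot decide between TMM and total counts for the real samples, because it measures only how many known changes were found. Results that depend on the scaling are therefore not backed by the simulation. Total counts were between 44347774 and 96328004 in the 8 samples, and 3 counts, the smallest number taken as detected above counting error, were 0.0311 to 0.0676 CPM. With 2 samples per group, no permutation test can pass a threshold, and none was run.

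Alternatives tried were DESeq2's size factors, total counts alone, the Wald test of DESeq2 1.42.0, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), a filter on a mean RPKM of at least 1, no low-count filter, no fold change minimum, counts summed per gene, all 12 samples in 1 fit, only the 4 samples compared, the 6 infected samples as 1 group, a replicate block, and each replicate left out in turn. A crossed replicate block, a count of genes without the RPKM minimum, and total counts, the replicate block and the 6 infected samples as 1 group for annotated lncRNAs changed at all 3 times were added after the data were seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.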

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

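The test of whether reads running over from PTGS2 account for XR_297549.1 was chosen only after the result was seen, as was the rule that picked the transcripts moving in opposite directions after virus and IFN-α. The other tests were chosen before. Adjusted p are from edgeR.

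The study also holds 4 samples that the paper does not report on, PAMs treated with recombinant porcine IFN-α for 6 h or 12 h (n = 2 each), and signals past the threshold in them are listed because the paper did not analyse them. Against the mock-infected samples, 2747 mRNAs were upregulated and 1380 downregulated after 6 h, and 5317 were upregulated and 3952 downregulated after 12 h. Under total counts these were 2509 and 1615 after 6 h, and 6930 and 2680 after 12 h. CXCL10, with a log2 fold change of 11.98 at 12 h, and ISG15, with 5.45, were among the upregulated. A difference in library or sequencing batch between the IFN-α samples and the mock-infected samples was not tested, so these numbers cannot be told apart from it.

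PTGS2 and XR_297549.1 fell after IFN-α as they did after infection. Their log2 fold changes at 12 h of IFN-α were -3.66 (standard error 0.089, adjusted p = 7.5e-13) and -2.84 (standard error 0.12, adjusted p = 2.3e-10). If reads running over from PTGS2 at a constant share made up the XR_297549.1 counts, the ratio of the 2 transcripts would stay constant. Of 5 comparisons with the mock-infected samples the ratio changed most after 12 h of IFN-α, by 0.81 on the log2 scale (standard error 0.15). It was also past 2 standard errors at 12 hpi, with 0.36 (standard error 0.14), and within them at 6 and 9 hpi and after 6 h of IFN-α. The standard errors combine those of the 2 transcripts as if independent and do not use the pairing of the counts within a sample. A constant share of reads as the only source falls short of explaining the counts at 12 hpi and after 12 h of IFN-α. Reads running over from PTGS2 together with reads from another source were not tested and are not excluded. That XR_297549.1 and PTGS2 respond together to virus and to IFN-α may be read as a hypothesis, and a shared batch or time in culture, which was not tested, cannot be told apart from it.

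HPDL was higher at 12 hpi than in the mock-infected samples and lower after 12 h of IFN-α, with log2 fold changes of 1.21 and -1.62 (standard error 0.39, adjusted p = 0.0023). PRCP, XR_304346.1, TLR8, SLA-1 and B2M went the other way, with -1.23, -2.17, -1.26, -1.73 and -7.84 at 12 hpi. Their log2 fold changes after 12 h of IFN-α were 2.60 (standard error 0.11, adjusted p = 1.3e-10) for PRCP, 0.87 (standard error 0.071, adjusted p = 1.4e-07) for XR_304346.1 and 1.27 (standard error 0.11, adjusted p = 3.1e-07) for TLR8. They were 0.65 (standard error 0.075, adjusted p = 4.9e-06) for SLA-1 and 1.62 (standard error 0.67, adjusted p = 0.047) for B2M, and those of XR_304346.1 and SLA-1 are under the fold change minimum. The opposite direction was not present after 6 h of IFN-α for TLR8 and B2M, which had -0.77 (standard error 0.12, adjusted p = 0.0002) and -0.39 (standard error 0.67, adjusted p = 0.67), while HPDL had -1.44, PRCP 1.80, XR_304346.1 0.69 and SLA-1 0.58. The difference between 12 hpi and 12 h of IFN-α was tested directly, with 2.64 (standard error 0.32, adjusted p = 3.3e-07) for HPDL, -4.02 (standard error 0.13, adjusted p = 1.4e-16) for PRCP and -2.72 (standard error 0.14, adjusted p = 2.9e-13) for TLR8. It was -2.56 (standard error 0.076, adjusted p = 6.2e-17) for SLA-1, -3.22 (standard error 0.076, adjusted p = 3e-18) for XR_304346.1 and -9.65 (standard error 1.26, adjusted p = 9.8e-07) for B2M. With total counts in place of TMM the differences stayed past the threshold, at -3.36 for PRCP, -2.06 for TLR8, -1.9 for SLA-1, -2.56 for XR_304346.1 and -8.99 for B2M, so composition alone does not account for these 5. The difference of HPDL was 3.3, but total counts could only raise it, so that test alone decides nothing. Its mean RPKM, scaled on total counts, was 0.195 in the mock-infected samples, 0.748 at 12 hpi and 0.0756 after 12 h of IFN-α. The opposite directions of HPDL were thus present with both scalings, which argues against composition, though on counts of 14 and 12 after IFN-α. The counts of B2M also differed between the mock-infected samples, at 594 and 7136. A batch between the virus and the IFN-α samples and reads shared among related genes were not tested, and the patterns cannot be told apart from them.

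Between the times of infection, ISG15, IFITM1, IL10 and CXCL10 moved in opposite directions, lower than in the mock-infected samples at 6 hpi and higher at 12 hpi, and the difference between the times was tested. The log2 fold change of 12 hpi against 6 hpi was 1.45 (standard error 0.068, adjusted p = 3.6e-13) for ISG15, 1.66 (standard error 0.10, adjusted p = 1.6e-11) for IFITM1, 2.06 (standard error 0.19, adjusted p = 6.8e-09) for IL10 and 9.71 (standard error 0.15, adjusted p = 2e-20) for CXCL10. Against the mock-infected samples, the values at 6 hpi were -0.34, -1.27, -0.70 and -1.27, and those at 12 hpi 1.12, 0.39, 1.36 and 8.43. Of these, ISG15 and IL10 at 6 hpi and IFITM1 at 12 hpi were under the fold change minimum. With total counts in place of TMM these values at 6 hpi were 0.06 for ISG15, -0.87 for IFITM1, -0.31 for IL10 and -0.88 for CXCL10. The direction of ISG15 at 6 hpi therefore depends on the scaling. That of IL10 stays negative, but with total counts it had a standard error of 0.202 and an adjusted p of 0.22, so its low start also depends on the scaling. IFITM1 and CXCL10 stayed lower, with adjusted p of 9.3e-08 and 0.0084, though under the fold change minimum. A response that starts low and then rises may be biological in these 2 genes as a hypothesis, but batches between the times were not tested and cannot be told apart from it.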

How the results depend on the processing

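All alternatives except the crossed replicate block, the count without the RPKM minimum and those for annotated lncRNAs changed the same way at all 3 times were set before the data were examined, and these were chosen only after the results were seen. A count was taken as unchanged when it stayed within 1.5 times its value, and a median when it moved by less than the replicate SD.

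The replicate block changed none of 85 counts and medians and no direction or call of the 156 named log2 fold changes. The crossed block, chosen after the data were seen, changed none of 6 counts of mRNAs.

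Scaling on total counts alone, in place of TMM, changed 49 of 85 counts and medians. Upregulated mRNAs numbered 3845 at 6 hpi, 11164 at 9 hpi, 2482 at 9 against 6 hpi and 3173 the same way at all 3 times. Downregulated mRNAs numbered 588 at 6 hpi, 826 at 9 hpi, 1078 at 12 hpi, 82 at 9 against 6 hpi, 63 at 12 against 9 hpi and 368 the same way at all 3 times. Upregulated annotated lncRNAs numbered 608 at 6 hpi, 1874 at 9 hpi, 443 at 9 against 6 hpi and 472 the same way at all 3 times. Downregulated annotated lncRNAs numbered 48 at 6 hpi, 75 at 9 hpi, 94 at 12 hpi, 10 at 9 against 6 hpi and 16 the same way at all 3 times. Table S2 calls were 3 down at 6 hpi, 2 down at 9 hpi and 4 down at 12 hpi. Table S2 medians were -0.46 at 6 hpi, -0.48 at 9 hpi and -0.62 at 12 hpi. Table S3 calls were 2 up at 6 hpi and 0 down at 6 hpi (with 3 at an unadjusted p under 0.05). Table S3 medians were 0.12 at 6 hpi, 1.76 at 9 hpi and 3.15 at 12 hpi. Table S4 calls were 6 down at 6 hpi, 8 down at 9 hpi and 7 down at 12 hpi. Table S4 medians were -0.43 at 6 hpi, -0.47 at 9 hpi and -0.14 at 12 hpi. Table S5 calls were 3 down at 6 hpi, 7 down at 9 hpi and 7 down at 12 hpi. Table S5 medians were -0.51 at 6 hpi, -0.88 at 9 hpi and -0.96 at 12 hpi. Table S6 calls were 11 down at 6 hpi, 18 down at 9 hpi and 24 down at 12 hpi. Table S6 medians were -0.65 at 6 hpi, -0.91 at 9 hpi and -1.02 at 12 hpi. Table 3 calls were 1 down at 6 hpi.

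limma on log2(RPKM + 1) changed 56 of 76. Upregulated mRNAs numbered 486 at 6 hpi, 1826 at 9 hpi, 1984 at 12 hpi, 123 at 9 against 6 hpi and 390 at 12 against 9 hpi. Downregulated mRNAs numbered 244 at 6 hpi, 521 at 9 hpi, 756 at 12 hpi, 17 at 9 against 6 hpi and 5 at 12 against 9 hpi. Annotated lncRNAs called up numbered 26 at 6 hpi, 132 at 9 hpi, 241 at 12 hpi, 14 at 9 against 6 hpi and 66 at 12 against 9 hpi. Annotated lncRNAs called down numbered 10 at 6 hpi, 30 at 9 hpi, 41 at 12 hpi, 1 at 9 against 6 hpi and 9 at 12 against 9 hpi. Genes past the RPKM minimum numbered 406 at 6 hpi, 1521 at 12 hpi, 94 at 9 against 6 hpi and 251 at 12 against 9 hpi. Table S2 calls were 2 down at 6 hpi, 2 down at 9 hpi and 4 down at 12 hpi. Table S2 medians were -0.29 at 6 hpi, -0.34 at 9 hpi and -0.52 at 12 hpi. Table S3 calls were 0 down at 6 hpi (with 3 at an unadjusted p under 0.05). Table S3 medians were 0.081 at 6 hpi, 1.47 at 9 hpi and 2.93 at 12 hpi. Table S4 calls were 1 up at 6 hpi, 4 down at 6 hpi, 3 up at 9 hpi, 6 down at 9 hpi, 6 up at 12 hpi and 6 down at 12 hpi. Table S4 medians were -0.22 at 6 hpi, -0.20 at 9 hpi and -0.084 at 12 hpi. Table S5 calls were 2 down at 6 hpi, 5 down at 9 hpi and 7 down at 12 hpi. Table S5 medians were -0.50 at 6 hpi, -0.87 at 9 hpi and -0.94 at 12 hpi. Table S6 calls were 8 down at 6 hpi, 16 down at 9 hpi and 21 down at 12 hpi. Table S6 medians were -0.60 at 6 hpi, -0.74 at 9 hpi and -0.95 at 12 hpi. Table 3 calls were 1 down at 6 hpi.

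limma on log2(RPKM + 0.1) changed 41 of 76. Downregulated mRNAs numbered 446 at 6 hpi, 740 at 9 hpi, 996 at 12 hpi, 43 at 9 against 6 hpi and 44 at 12 against 9 hpi. Downregulated annotated lncRNAs numbered 37 at 6 hpi, 62 at 9 hpi, 93 at 12 hpi and 5 at 9 against 6 hpi. Upregulated mRNAs numbered 647 at 9 against 6 hpi and 2715 at 12 against 9 hpi. Table S2 calls were 3 down at 6 hpi, 2 down at 9 hpi and 4 down at 12 hpi. Table S2 medians were -0.46 at 6 hpi, -0.45 at 9 hpi and -0.61 at 12 hpi. Table S3 calls were 0 down at 6 hpi (with 3 at an unadjusted p under 0.05). Table S3 medians were 0.11 at 6 hpi, 1.75 at 9 hpi and 3.12 at 12 hpi. Table S4 calls were 1 up at 6 hpi, 5 down at 6 hpi, 7 down at 9 hpi and 6 down at 12 hpi. Table S4 medians were -0.35 at 6 hpi, -0.43 at 9 hpi and -0.15 at 12 hpi. Table S5 calls were 2 down at 6 hpi, 7 down at 9 hpi and 7 down at 12 hpi. Table S5 medians were -0.51 at 6 hpi, -0.88 at 9 hpi and -0.95 at 12 hpi. Table S6 calls were 10 down at 6 hpi, 17 down at 9 hpi and 24 down at 12 hpi. Table S6 medians were -0.65 at 6 hpi, -0.88 at 9 hpi and -1.01 at 12 hpi. Table 3 calls were 1 down at 6 hpi.

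The DESeq2 Wald test changed 19 of 80. Upregulated mRNAs numbered 618 at 6 hpi, 2903 at 9 hpi, 662 at 9 against 6 hpi and 2036 at 12 against 9 hpi. Annotated lncRNAs called up numbered 78 at 6 hpi, 490 at 9 hpi, 89 at 9 against 6 hpi and 275 at 12 against 9 hpi. Annotated lncRNAs called down numbered 20 at 9 against 6 hpi. Downregulated mRNAs numbered 81 at 12 against 9 hpi. Table S2 medians were -0.92 at 6 hpi and -1.16 at 9 hpi. Table S3 calls were 2 down at 6 hpi. Table S3 medians were -0.34 at 6 hpi and 2.38 at 12 hpi. Table S4 medians were -0.89 at 6 hpi. Table S6 medians were -1.11 at 6 hpi, -1.58 at 9 hpi and -1.79 at 12 hpi.

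DESeq2's size factors in place of TMM changed 6 of 80. Table S2 medians were -0.92 at 6 hpi and -1.15 at 9 hpi. Table S3 calls were 2 down at 6 hpi. Table S3 medians were -0.34 at 6 hpi. Table S6 medians were -1.11 at 6 hpi and -1.58 at 9 hpi.

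Fitting all 12 samples together changed 6 of 25. Downregulated mRNAs numbered 6584 at 12 hpi, 411 at 9 against 6 hpi and 381 at 12 against 9 hpi. Annotated lncRNAs called down numbered 698 at 12 hpi, 65 at 9 against 6 hpi and 98 at 12 against 9 hpi.

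Summing counts per gene changed 10 of 20. Upregulated mRNAs numbered 687 at 6 hpi, 2631 at 9 hpi, 5913 at 12 hpi, 714 at 9 against 6 hpi and 2235 at 12 against 9 hpi. Downregulated mRNAs numbered 783 at 6 hpi, 1583 at 9 hpi, 2533 at 12 hpi and 128 at 9 against 6 hpi. Upregulated annotated lncRNAs numbered 529 at 12 against 9 hpi.

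A mean RPKM of at least 1 in one of the 2 groups as filter changed 24 of 29. Upregulated mRNAs numbered 507 at 6 hpi, 1373 at 9 hpi, 2222 at 12 hpi, 231 at 9 against 6 hpi and 699 at 12 against 9 hpi. Downregulated mRNAs numbered 830 at 6 hpi, 1524 at 9 hpi, 1858 at 12 hpi, 64 at 9 against 6 hpi and 16 at 12 against 9 hpi. Annotated lncRNAs called up numbered 42 at 6 hpi, 171 at 9 hpi, 343 at 12 hpi, 55 at 9 against 6 hpi and 167 at 12 against 9 hpi. Annotated lncRNAs called down numbered 63 at 6 hpi, 127 at 9 hpi, 159 at 12 hpi, 11 at 9 against 6 hpi and 13 at 12 against 9 hpi. After IFN-α, mRNAs called numbered 1604 up at 6 h, 793 down at 6 h, 3048 up at 12 h and 2170 down at 12 h.

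Calling without a fold change minimum changed 19 of 25. Upregulated mRNAs numbered 6076 at 6 hpi, 9317 at 9 hpi and 3440 at 9 against 6 hpi. Downregulated mRNAs numbered 7037 at 6 hpi, 9263 at 9 hpi, 11490 at 12 hpi, 6286 at 9 against 6 hpi and 9404 at 12 against 9 hpi. Upregulated annotated lncRNAs numbered 502 at 6 hpi. Downregulated annotated lncRNAs numbered 514 at 6 hpi, 818 at 9 hpi, 954 at 12 hpi, 410 at 9 against 6 hpi and 542 at 12 against 9 hpi. Genes past the RPKM minimum numbered 5857 at 6 hpi, 6940 at 9 hpi, 7636 at 12 hpi, 4223 at 9 against 6 hpi and 5901 at 12 against 9 hpi.

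Dropping the low-count filter changed 1 of 25. Annotated lncRNAs called up numbered 3591 at 12 hpi.

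Counting genes without the RPKM minimum, an alternative chosen after the data were seen, changed 6 of 6. Genes called numbered 1582 at 6 hpi, 4589 at 9 hpi, 8588 at 12 hpi, 1090 at 9 against 6 hpi, 3162 at 12 against 9 hpi and 1135 the same way at all 3 times.

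Fitting only the 4 samples compared changed 4 of 76. Downregulated mRNAs numbered 82 at 12 against 9 hpi. Table S3 medians were -0.24 at 6 hpi and 2.38 at 12 hpi. Table S6 medians were -1.79 at 12 hpi.

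Comparing the 6 infected samples as 1 group with the 2 mock samples changed 3 of 5. Downregulated mRNAs numbered 1975 the same way at all 3 times. Downregulated annotated lncRNAs numbered 145 the same way at all 3 times. Genes past the RPKM minimum numbered 1281 the same way at all 3 times.

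Leaving out 1 of the replicates of a comparison gave values without a test. The median log2 fold changes that moved by at least 1 SD in some of these fits had the following ranges. For Table S2 they ran from -0.94 to -0.83 at 6 hpi, from -1.20 to -1.11 at 9 hpi and from -1.48 to -1.33 at 12 hpi. Table S3 ran from 2.35 to 2.54 at 12 hpi. Table S4 ran from -0.89 to -0.74 at 6 hpi, from -1.19 to -1.03 at 9 hpi and from -1.14 to -0.81 at 12 hpi. For Table S5 they ran from -1.11 to -0.82 at 6 hpi, from -1.59 to -1.48 at 9 hpi and from -1.78 to -1.69 at 12 hpi. Table S6 ran from -1.17 to -1.02 at 6 hpi, from -1.66 to -1.49 at 9 hpi and from -1.81 to -1.73 at 12 hpi. Of 624 such fits for the 156 named log2 fold changes, 113 moved the value by at least 1 SD. The sign changed in 7 fits, for IL-1beta at 6 and 9 hpi, IL1B at 12 hpi, IL8 at 6 hpi, IL12A at 9 hpi and IL18 at 12 hpi. LOC396757 has no value when only the 4 samples compared are fitted, because the low-count filter removes it there.

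Log2 fold changes of the opposite sign to TMM were found for 9 named transcripts and for the median of Table S3 at 6 hpi given above. For the transcripts they are given for total counts, limma on log2(RPKM + 1) and limma on log2(RPKM + 0.1) in that order. For TMEM254 it was 0.016, 0.014 and 0.016 at 6 hpi; 0.18, 0.15 and 0.18 at 9 hpi. IL-1beta had 0.23, 0.093 and 0.22 at 6 hpi. For IL1B it was 0.20, 0.20 and 0.20 at 6 hpi; 0.11, 0.11 and 0.11 at 9 hpi. IL8 had 0.34, 0.26 and 0.34 at 6 hpi; 0.082, 0.066 and 0.088 at 9 hpi. For IL12B it was 0.58, 0.27 and 0.52 at 12 hpi. TLR4 had 0.22, 0.21 and 0.22 at 6 hpi; 0.35, 0.35 and 0.35 at 9 hpi; 0.12, 0.12 and 0.12 at 12 hpi. For ISG15 it was 0.061, 0.059 and 0.06 at 6 hpi; 0.54, 0.54 and 0.54 at 9 hpi. IFIT1 had 0.16, 0.082 and 0.14 at 6 hpi. For ATP6V1H it was 0.12, 0.11 and 0.12 at 9 hpi; 0.24, 0.24 and 0.24 at 12 hpi. Of the 156 named log2 fold changes, total counts left 33 under the threshold and brought 2 past it, limma on log2(RPKM + 1) 48 and 1, and limma on log2(RPKM + 0.1) 36 and 2. The DESeq2 Wald test left 3 under the threshold and brought 1 past it.

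The cause was not tested for any change in this part. The depth limits the log2 fold changes of transcripts with few or no counts in 1 group, such as IL6 at 9 hpi and LOC396757.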

Differences from the paper's values

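The count of genes without the RPKM minimum and the alternatives for annotated lncRNAs changed at all 3 times were chosen only after the result was seen, and the other tests in this part before. A gap is called closed where an alternative brought the value within the limits used for a difference, and all alternatives named were set before the data were examined except where the sentence says otherwise. A closed gap is a match in size and does not show how the paper came to its value. The alternatives run for a value and not named left its gap open. For the counts of mRNAs and annotated lncRNAs in 1 comparison, each alternative was run except leaving out replicates and the 6 infected samples as 1 group, and the crossed replicate block was run only for mRNAs against mock. For genes past the RPKM minimum in 1 comparison, those and the counts summed per gene were not run. For the log2 fold changes, DESeq2's size factors, total counts, the DESeq2 Wald test, only the 4 samples compared, the replicate block, both limma fits and each replicate left out were run.

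Upregulated mRNAs at 6 hpi numbered 1170 against the paper's 456, and the gap closed with the DESeq2 Wald test (618), the filter on a mean RPKM of at least 1 (507) and limma on log2(RPKM + 1) (486). Downregulated mRNAs at 6 hpi numbered 1399 against the paper's 764, and the gap closed with total counts in place of TMM (588), the filter on a mean RPKM of at least 1 (830) and counts summed per gene (783). Upregulated mRNAs at 9 hpi numbered 4750 against the paper's 2089, and the gap closed with the DESeq2 Wald test (2903), limma on log2(RPKM + 1) (1826) and counts summed per gene (2631). Upregulated annotated lncRNAs at 6 hpi numbered 205 against the paper's 118, and the gap closed with a fit of only the 4 samples compared (143) and counts summed per gene (162). Upregulated annotated lncRNAs at 9 hpi against 6 hpi numbered 248 against the paper's 84, and the gap closed with the DESeq2 Wald test (89). Upregulated annotated lncRNAs at 12 hpi against 9 hpi numbered 926 against the paper's 190, and the gap closed with the DESeq2 Wald test (275) and the filter on a mean RPKM of at least 1 (167). Downregulated annotated lncRNAs at 12 hpi against 9 hpi numbered 48 against the paper's 466, and the gap closed with no fold change minimum (542). The paper states a fold change minimum for these counts, so this match does not explain the gap. Annotated lncRNAs upregulated at all 3 times numbered 166 against the paper's 67, and none of the 3 alternatives run for it, total counts, the replicate block and the 6 infected samples as 1 group, all chosen for it after seeing the values, closed the gap. mRNAs upregulated at all 3 times numbered 876 against the paper's 237, and none of the 3 alternatives run for it, total counts, the replicate block and the 6 infected samples as 1 group, closed the gap. mRNAs downregulated at all 3 times numbered 1019 against the paper's 631, and none of the 3 alternatives run for it, total counts, the replicate block and the 6 infected samples as 1 group, closed the gap. Genes past the RPKM minimum at 9 hpi numbered 1781 against the paper's 2892, and the gap closed with total counts in place of TMM (2451), all 12 samples in one fit (1950) and limma on log2(RPKM + 0.1) (2290). Genes past the RPKM minimum at 12 hpi numbered 2806 against the paper's 6208, and the gap closed with no fold change minimum (7636) and a count without the RPKM minimum, an alternative chosen after seeing the values (8588). Genes past the RPKM minimum at 12 hpi against 9 hpi numbered 409 against the paper's 3067, and the gap closed with a count without the RPKM minimum, an alternative chosen after seeing the values (3162). For these genes the paper states both a fold change and an RPKM minimum, so matches reached without either do not explain the gaps. The number of these genes at 9 hpi against 6 hpi was also lower than the paper's, and this gap was not examined.

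The log2 fold changes that follow are mock-infected over infected, the sign the paper's tables use. Of 329 log2 fold changes in Table 3 and Tables S2 to S6, 250 were within the replicate SD of the paper's value and 79 were not, with a median absolute difference of 0.06. Values for the named transcripts that differed are given here. XR_301539.1 at 12 hpi was -2.02 against the paper's -1.37581 in Table 3, with no alternative run for it closing the gap. XR_301635.1 at 9 hpi was -1.23 against the paper's -1.06908 in Table 3, closed by DESeq2's size factors (-1.18), the DESeq2 Wald test (-1.18), leaving out mock replicate 2 (-1.06) and leaving out 9 hpi replicate 1 (-1.22). XR_297549.1 at 9 hpi was 2.61 against the paper's 2.77498 in Table 3, closed by DESeq2's size factors (2.66), the DESeq2 Wald test (2.67), leaving out mock replicate 1 (2.80) and leaving out 9 hpi replicate 1 (2.69). XR_297549.1 at 12 hpi was 1.82 against the paper's 2.46626 in Table 3, with no alternative run for it closing the gap. XR_304346.1 at 9 hpi was 1.89 against the paper's 2.05492 in Table 3, with no alternative run for it closing the gap. XR_304346.1 at 12 hpi was 2.17 against the paper's 2.80967 in Table 3, with no alternative run for it closing the gap. XR_299147.1 at 12 hpi was 2.10 against the paper's 2.74384 in Table 3, with no alternative run for it closing the gap. PIK3R5 at 12 hpi was 1.26 against the paper's 1.370228 in Table S2, closed by leaving out mock replicate 1 (1.365). PIK3CB at 9 hpi was 1.21 against the paper's 1.271259 in Table S2, closed by leaving out mock replicate 2 (1.27). PIK3CB at 12 hpi was 1.67 against the paper's 1.784115 in Table S2, with no alternative run for it closing the gap. IL6 at 9 hpi was 6.95 against the paper's 2.39484 in Table S4, with no alternative run for it closing the gap. CCL23 at 12 hpi was 3.03 against the paper's 3.08087 in Table S4, closed by DESeq2's size factors (3.04), the DESeq2 Wald test (3.07), a fit of only the 4 samples compared (3.07), the replicate block (3.03), leaving out mock replicate 1 (3.13), leaving out mock replicate 2 (3.04) and leaving out 12 hpi replicate 1 (3.04).

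TGFB1 at 12 hpi was 1.29 against the paper's 1.34027 in Table S4, closed by DESeq2's size factors (1.30), the DESeq2 Wald test (1.33), a fit of only the 4 samples compared (1.33), leaving out mock replicate 1 (1.38) and leaving out mock replicate 2 (1.30). TLR1 at 12 hpi was -0.16 against the paper's -0.04532 in Table S2, closed by DESeq2's size factors (-0.15), the DESeq2 Wald test (-0.12), a fit of only the 4 samples compared (-0.12), leaving out mock replicate 1 (-0.025) and leaving out 12 hpi replicate 2 (-0.14). TLR8 at 12 hpi was 1.26 against the paper's 1.375436 in Table S2, closed by leaving out mock replicate 2 (1.35). SLA-1 at 9 hpi was 1.52 against the paper's 1.587303 in Table S5, closed by DESeq2's size factors (1.57), the DESeq2 Wald test (1.58), leaving out mock replicate 1 (1.61) and leaving out mock replicate 2 (1.60). SLA-1 at 12 hpi was 1.73 against the paper's 1.840725 in Table S5, with no alternative run for it closing the gap. PDIA3 at 12 hpi was 1.78 against the paper's 1.896912 in Table S5, closed by leaving out mock replicate 1 (1.86) and leaving out 12 hpi replicate 1 (1.83). IFI30 at 9 hpi was 1.64 against the paper's 1.707387 in Table S5, closed by DESeq2's size factors (1.69), the DESeq2 Wald test (1.70) and leaving out mock replicate 2 (1.71). IFI30 at 12 hpi was 1.90 against the paper's 2.01475 in Table S5, closed by leaving out mock replicate 1 (1.96). LAMP-1 at 9 hpi was 1.28 against the paper's 1.34387 in Table S6, closed by the DESeq2 Wald test (1.34) and leaving out mock replicate 2 (1.35). LAMP-1 at 12 hpi was 1.33 against the paper's 1.440899 in Table S6, with no alternative run for it closing the gap. SLA-7 at 9 hpi was 1.15 against the paper's 1.210405 in Table S5, closed by DESeq2's size factors (1.195), the DESeq2 Wald test (1.20), leaving out mock replicate 2 (1.18) and leaving out 9 hpi replicate 1 (1.165). SLA-7 at 12 hpi was 0.98 against the paper's 1.09251 in Table S5, closed by the DESeq2 Wald test (1.02), a fit of only the 4 samples compared (1.02), leaving out mock replicate 1 (1.07) and leaving out 12 hpi replicate 2 (1.03). ATP6V1H at 9 hpi was 0.51 against the paper's 0.571055 in Table S6, closed by the DESeq2 Wald test (0.56) and leaving out mock replicate 2 (0.57). ATP6V1H at 12 hpi was 0.48 against the paper's 0.59978 in Table S6, closed by leaving out mock replicate 1 (0.55). ATP6AP1 at 9 hpi was 3.12 against the paper's -0.79756 in Table S6, with no alternative run for it closing the gap. That value aside, the gaps given here for genes of Tables S2, S5 and S6 were nearly equal within 9 hpi and within 12 hpi. Nearly equal gaps could come from another scaling factor, and which factor would give them was not tested. A fit that closes the gap of a single gene therefore does not explain it.

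Some directions and rankings also differed, and here the values are again infected over mock-infected. The paper gives more annotated lncRNAs as downregulated than as upregulated at 12 hpi against 9 hpi, while 926 were upregulated and 48 downregulated here. The paper's text gives TLR1 and TLR4 as suppressed, although its Table S2 marks TLR1 as increased. TLR1 had log2 fold changes of 1.18, 1.15 and 0.16 at 6, 9 and 12 hpi here. Those at 6 and 9 hpi were within the replicate SD of the values in Table S2. TLR4 was not called, with -0.18, -0.27 and -0.61. The paper lists TNF-α and IL-1β among the downregulated cytokines, while TNF was downregulated at 6 and 9 hpi, with -1.30 and -1.12, and not called at 12 hpi, with 0.15. IL1B (NM_214055.1) and IL-1beta (NM_001005149.1) had 0.10 and 0.79 at 12 hpi and were not called at any time with TMM. With total counts IL-1beta was called upregulated at 12 hpi, with 1.515. The paper names interleukin-1β as not highly expressed in one place and as expressed at a high level in another. The mean RPKM in the mock-infected samples was 1460 for IL1B and 0.582 for IL-1beta. The paper marks IFITM2 and IFITM3 as decreased at 12 hpi in Table S3 beside values whose sign is that of an increase. They had 1.05 and 1.66 here, so only the marks differ in direction. The sign it gives TLR6 at 12 hpi in Table S2 is that of a decrease beside a mark of an increase, while TLR6 had 0.055. It marks ATP6AP1 as decreased at 9 hpi beside a value of the opposite sign, while ATP6AP1 had -3.12.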

Other observations

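In this part the tests of library size for the detected transcripts, of interferon made by the infected cells, of a mislabelled mock sample and of TMM lifting scarce transcripts were chosen only after the result was seen.

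More transcripts had counts at 12 hpi than in the mock-infected samples. Thinned to 44347774 counts each, the mock-infected samples had 37196 and 37964 transcripts with counts and the samples at 12 hpi 47015 and 46898. The lowest sample at 12 hpi exceeded the highest mock-infected sample by 8934, so library size does not account for the pattern. Without the 1000 most abundant transcripts and thinned to equal totals the gap was 7900, so a few transcripts taking most of the counts do not either.

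The transcripts scarcest in the mock-infected samples rose at 12 hpi. With the lowest decile chosen on one mock-infected sample and measured against the other, the median log2 change was 2.26. The median edgeR log2 fold change of the lowest decile, chosen on and compared with both mock-infected samples, was 3.68, so the choice of low values may account for part of the rise but not for all of it. The TMM factors were 0.738 and 0.739 in the mock-infected samples and 1.214 and 1.233 at 12 hpi, which lowers the log2 fold changes at 12 hpi. With total counts in place of TMM the median of the lowest decile was 4.38. Given these factors, total counts could only raise it, so that test alone decides nothing. The direction of the TMM factors is itself opposite to a rise at 12 hpi. A candidate explanation is reads from outside annotated transcripts spread evenly over the genome, which would give mRNAs without counts in the mock-infected samples similar RPKM at 12 hpi. Among 1267 such mRNAs the upper quartile of RPKM was 2.88 times the lower, between the limits set for either answer. The pattern, and with it the larger number of transcripts with counts at 12 hpi, cannot be told apart from that explanation.

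Of 727 mRNAs low at 6 hpi in a comparison with 1 mock-infected sample, 88% were also lower after 6 h of IFN-α against the other mock-infected sample, against 70.0% expected from mRNAs of the same abundance. Noise shared through the mock-infected samples therefore does not account for the overlap. With total counts in place of TMM, 275 mRNAs were low at 6 hpi and 87.6% of these were lower after IFN-α, against 68.2%, so the scaling does not account for it. At 6 hpi 1 of the 16 antiviral genes of Table S3 was upregulated, and 2 with total counts, so the antiviral genes show little response at that time. After 6 h of IFN-α, ISG15, IFIT1, IFITM1 and CXCL10 had log2 fold changes of 5.12, 8.35, 3.97 and 12.01 against the mock-infected samples. At 6 hpi they had -0.34, -0.24, -1.27 and -1.27, while GBP1 rose in both, with 8.03 and 2.03. Apart from GBP1, these values argue against interferon made by the infected cells as the source. IFNB1 and IFN-ALPHAOMEGA were already upregulated at 6 hpi, with log2 fold changes of 4.06 and 4.46, so a weaker interferon effect is not excluded. Both 6 h and 12 h of IFN-α lowered 80.7% of the mRNAs low under TMM, against 58.9% of all. A response shared by virus and IFN-α could give this, and time in culture or handling that sets the mock-infected samples apart from all treated samples cannot be told apart from it.

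B2M had 594 and 7136 counts in the mock-infected samples, a log2 difference of 3.62 after scaling by total counts, so library size does not account for it. Of 5951 abundant transcripts, 4 differed more than 4-fold between these samples, B2M among them, which goes against a mislabelled or mixed sample. The gap is not limited to the mock-infected samples. B2M was also higher in replicate 2 at 6 hpi, with 50 and 1279 counts, and at 9 hpi, with 14 and 29, but not at 12 hpi, with 17 and 9. Over all tested transcripts, the deviations of same-numbered replicates correlated at 0.005 between the mock-infected samples and 6 hpi and 0.004 between the mock-infected samples and 9 hpi. For abundant transcripts these values were -0.143 and -0.049. This goes against a general donor or batch effect that the mock-infected samples share by number with 6 or 9 hpi. Abundant transcripts correlated at 0.308 between 6 and 9 hpi, 0.469 between 9 and 12 hpi and 0.145 between the mock-infected samples and 12 hpi. An effect that follows the replicate number among the infected samples is therefore not excluded. No biological explanation was tested. A donor variant or another effect limited to B2M and few other transcripts, and reads shared with related genes, were not tested, and the gap cannot be told apart from them.

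The log2 fold changes of the lncRNAs of Table 3 differed from the paper's by nearly the same amount for each lncRNA, by 0.027 to 0.028 at 6 hpi and 0.16 to 0.162 at 9 hpi. At 12 hpi the median was 0.643 and the largest 0.644, and 1 lncRNA, XR_301635.1, differed by 0.134. With TMM factors from the noncoding transcripts alone the median at 12 hpi was 0.15, above the limit of 0.1 set for the test, and XR_301635.1 moved to -0.358. The median went to 0.047 at 9 hpi and from 0.027 to -0.038 at 6 hpi, within the limit. A nearly constant difference could come from another scaling factor, but scaling the lncRNAs on their own does not close all of it at 12 hpi, and which factor would was not tested. No biological explanation was tested.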
